# Inhibition of Hedgehog-Signaling Driven Genes in Prostate Cancer Cells by *Sutherlandia frutescens* Extract

**DOI:** 10.1371/journal.pone.0145507

**Published:** 2015-12-28

**Authors:** Yuan Lu, Nicholas Starkey, Wei Lei, Jilong Li, Jianlin Cheng, William R. Folk, Dennis B. Lubahn

## Abstract

*Sutherlandia frutescens* (L) R. Br. (Sutherlandia) is a South African botanical that is traditionally used to treat a variety of health conditions, infections and diseases, including cancer. We hypothesized Sutherlandia might act through Gli/ Hedgehog (Hh)-signaling in prostate cancer cells and used RNA-Seq transcription profiling to profile gene expression in TRAMPC2 murine prostate cancer cells with or without Sutherlandia extracts. We found 50% of Hh-responsive genes can be repressed by Sutherlandia ethanol extract, including the canonical Hh-responsive genes *Gli1* and *Ptch1* as well as newly distinguished Hh-responsive genes *Hsd11b1* and *Penk*.

## Introduction

More than 200,000 new cases of prostate cancer (PCa) are diagnosed and almost 30,000 men die of this disease every year in the United States [1]. Prostate tumors are traditionally treated with hormonal antagonists, androgen ablation and/or chemotherapy. However, recurrence of prostate tumors is frequent and acquired resistance to traditional treatments is difficult to control. Novel approaches that can efficiently target and block the signaling pathways that lead to the recurrence, drug resistance and cancer progression are needed [2–4].

The abnormally activated Hedgehog (Hh) signaling pathway leads to advanced PCa and metastasis, and is important as well for other cancers such as medulloblastoma, basal cell carcinoma, small cell lung cancer, colorectal cancer and pancreatic cancer [2,3,5–7]. Blocking the activated Hh-signaling pathway in a prostate cancer xenograft model completely repressed growth of the aggressive PCa tumor. Inhibition of Hh-signaling pathway in other cancers has been shown to be an effective means to treat cancer. Vismodegib, a Hh-signaling inhibitor, has recently been approved by the US Food and Drug Administration (FDA) for basal cell carcinoma treatment [3,8–10].

Patched (Ptch) and Smoothened (Smo) are two important membrane proteins in the Hh-signaling pathway. Ptch represses Smo’s activity when it is not bound by its ligand Hh. When Hh ligand binds to Ptch, the inhibition is released and Smo is activated. Activated Smo leads to a signaling cascade whose downstream effects include the translocation and activation of Gli family of transcription factors and the transcription of pathway target genes, such as *gli1* and *ptch1*.

Blocking Hh-signaling using the plant secondary metabolite cyclopamine (or RNA interference of Gli) suppresses proliferation of several human prostate cancer cell lines [11]; however, cyclopamine’s potent inhibitory effect is not therapeutically favorable, because of its rapid clearance, non-specific toxicity and instability as well as off-target effects at high concentrations [3,12]. Therefore, identifying novel inhibitors of the Hh pathway is called for to inhibit prostate cancer proliferation and tumorigenesis.

*Sutherlandia frucescens* (*S*. *frucescens* or Sutherlandia) is a medicinal plant of South Africa that that is commonly known as “cancer bush” due to its application in cancer treatment [13–15]. Extracts of Sutherlandia have shown anti-proliferation and apoptotic effect in breast cancer cells, cervical cancer cells and Chinese Hamster Ovary cells [16–19]. However, the targets and mechanisms for these effects have not been identified. Previous studies in our laboratory revealed several botanical compounds that potentially prevent prostate cancer via Hh-signaling pathway inhibition [20,21], and we hypothesized that the anti-cancer effect of Sutherlandia is due to the inhibition of the Hh-signaling pathway. Using next-generation sequencing, we surveyed the Hh-signaling downstream gene expression alterations, as well as Sutherlandia extract responsive genes in the murine prostate cancer cell line TRAMPC2. When Sutherlandia extract was applied to TRAMPC2 cells with activated Hh-signaling, we observed repression of a large number of Hh-signaling target genes, indicating *S*. *frutescens* contains strong anti-Hh signaling compound(s). Consequently, *S*. *frutescens* maybe a potentially useful complementary treatment for advanced PCa and other Hh-signaling driven cancers.

## Materials and Methods

### Preparation of ethanol extract of *S*. *frutescens*

Ground *S*. *frutescens* powder was purchased from Big Tree Nutraceutical (Fish Hoek, South Africa) and characterized as described previously [22]. For preparation of ethanol extract of *S*. *frutescens*, 10g of ground *S*. *frutescens* leaf was mixed with 250 ml of 95% ethanol overnight. The supernatant was then harvested, centrifuged, sterilized, and stored at -80°C. Before use, *S*. *frutescens* ethanol extract [23] was dried down using speed-vacuum, and re-suspended into one-twentieth volume of DMSO with a final extract concentration of 84 mg/mL.

### Cell culture and reagents

Mouse TRAMPC2 prostate cancer cells were purchased from the American Type Culture Collection (ATCC) and cultured in complete RPMI 1640 medium (Life Technologies, Carlsbad, CA) supplemented with 10% Fetal Bovine Serum (FBS), insulin, and DHT.

Hh peptide Conditioned medium (Hh-CM) was generated from HEK293 cell line overexpressing Shh-N-terminal peptide (HEK293-ShhN, a kind gift from Dr. Phillip Beachy, Stanford University) [24]. HEK293-ShhN cells were grown to 80–90% confluence in DMEM medium containing 10% FBS, 1% Pen/Strep and 40 mg/mL G418. The medium was then replaced to DMEM containing 2% FBS, 1% Pen/Strep. After 24–30 h, the Hh-conditioned medium was collected and filtered through 0.22μm filters and stored at -80°C.

### Reverse Transcription and Real time PCR

Total RNA was isolated and purified from TRAMPC2 cells using RNeasy kit (Qiagen). 1000ng of total RNA was used to create cDNA libraries using Superscript III Reverse Transciptase (Invitrogen) with random primers and oligodT. Real time PCR was preformed using SYBR Green qPCR (iQ SUPERMIX, BioRad) on ABI7500 system. qPCR condition: 95 degree, 30 seconds; 60 degree, 40 seconds; 72 degree, 40 seconds. Primer sequences are listed in the S4 Table. Each qPCR assay was repeated 3 times on two biological replicates. T-test was performed on Hh-CM vs. control and Hh-CM+SFE vs. Hh-CM comparisons, p value cut-off is 0.05.

### RNA-Seq, Differentially Expressed Genes, and Bioinformatics Analysis

TRAMPC2 cells were treated with 8ug/ml and 80ug/ml SFE with or without Hh-CM for 24 hours, with each experiment repeated twice. Total RNA was extracted using RNeasy kit (Qiagen) and RNA concentration was quantified. The quality of total RNA was analyzed using Bioanalyzer (RIN score > 7.0). 2500ng total RNA from each of the two biological replicates of each experiment was used to generate sequencing libraries using TruSeq Stranded mRNA Sample Preparation kits (Illumina, CA). 50bp long single-end deep sequencing was performed by University of Missouri DNA Core using Illumina HiSeq 2000 system. The raw sequencing files, as well as the metadata, are submitted to NCBI GEO. GEO accession number: GSE75760. FASTX-Toolkit was used to remove the adaptor sequences, trim and filter low quality base call and low quality reads (http://hannonlab.cshl.edu/fastx_toolkit/). Filtered short sequencing reads were mapped to the murine genome (UCSC mm9) using TopHat2 and gene expression values were quantified using Subreads package FeatureCounts function [25–27]. Gene expression values were further used to calculate for library size and data set dispersion for differentially expressed gene analysis [28,29]. Briefly, the raw sequence reads of each gene were normalized to the library size of each sample and were converted to count per million (cpm). Gene differential expression was tested using R/Bioconductor package edgeR [30]. Differentially expressed genes are determined by Log_2_ Fold Change (Log_2_FC) and False Discovery Rate (FDR; Log_2_FC ≥1 or ≤-1; FDR≤0.05).

Gene set functional and pathway analysis were analyzed using Gene Ontology (GO) and KEGG pathway. The gene IDs of interest were converted to EntrezID and loaded to DAVID bioinformatics tools [31]. GO analysis and KEGG pathway analysis were then performed by setting all the GO terms and KEGG pathway genes as background genes. Overrepresented GO terms or pathways are determined by enrichment score (EASE≤0.1, gene count≥2).

## Results

### Sutherlandia altered gene expression

Sutherlandia ethanol extract (“SFE”) applied to cells at 8ug/ml did not result in any differentially expressed gene that met our statistical cutoff (data not shown). However, application of 80ug/ml SFE altered the mRNA expression of 204 genes, with 66 genes down-regulated, and 138 genes up-regulated (Fig 1A, S1 Table). 

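The comparisons rest on RNA-seq read counts from TRAMPC2 cells, a mouse prostate cancer line. At 24 h there were 6 groups of 2 libraries each. They were control cells, cells with SFE at 8 ug/ml, cells with SFE at 80 ug/ml, cells with Hh-CM, and cells with Hh-CM and either dose of SFE. Hh-CM is medium conditioned by HEK293 cells that overexpress the N-terminal peptide of Sonic hedgehog, and the sample labels give it as diluted 100-fold. No group received medium conditioned without this peptide, so an effect of the ligand cannot be told apart from one of other parts of the medium. Genes called Hh genes below are genes that changed with Hh-CM. The labels name ethanol as the solvent of the control cells, whereas the methods describe an extract re-suspended in DMSO. The same 6 groups were also sequenced at 8 h, again with 2 libraries each. The authors trimmed the single-end reads with the FASTX-Toolkit, mapped them to the mouse genome (UCSC mm9) with TopHat2 and counted them with featureCounts, and the deposited values are these raw counts, without normalization. The table holds 28461 RefSeq transcripts under 22718 gene symbols. Of these symbols, 3677 have more than 1 transcript, and transcripts of one gene count the reads of their shared exons again. The counts of a 24 h library summed to between 14420218 and 19228404, with a median of 16295516. They were 18047107 and 16797286 in the control libraries and 17088127 and 17698608 with SFE at 8 ug/ml. With SFE at 80 ug/ml they were 14913088 and 15297438, and with Hh-CM 15422925 and 19228404. The co-treated libraries held 18377651 and 14420218 counts at 8 ug/ml and 15793746 and 14730201 at 80 ug/ml. Counts were normalized with edgeR's TMM factors, and 1 model of the 12 libraries at 24 h was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test covered the 19083 transcripts, of 14414 genes, with at least 10 counts over these libraries. A transcript passed the paper's threshold with an FDR of at most 0.05 and a log2 fold change of at least 1 or at most -1, and a gene was counted when any of its transcripts passed. Expression of a gene is given in the paper's unit, cpm (mean ± SD, n = 2 libraries), for its transcript with the highest mean count. The variance between the 2 libraries of a group was 2.14 to 8.93 times that of counting error alone (chi-square per degree of freedom). According to the labels, the 24 h control and 8 ug/ml SFE libraries were sequenced in lane 2 and those of the other 4 groups in lane 3. A comparison of control with 80 ug/ml SFE or with Hh-CM therefore cannot by itself separate lane from treatment. For the genes called in them, except those down-regulated by Hh-CM, the direction was also checked in other groups that share a lane. Cells with Hh-CM and their co-treated counterparts share lane 3.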

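With 8 ug/ml SFE alone, 0 genes were past the threshold against control at 24 h, and the smallest FDR was 1. At an unadjusted p under 0.05 there were 385 genes. The deviations of same-numbered libraries of these 2 groups had a correlation across genes of -0.34. The count was 0 with the replicate number as a block, and also 0 with a block that crossed the replicate numbers, an alternative chosen after seeing the data. The alternatives that moved the result most were edgeR's exact test with a common dispersion and no filter on low counts, each with 2 genes called, both down-regulated. Added to Hh-CM, 8 ug/ml SFE also changed 0 genes past the threshold, with a smallest FDR of 0.120 and 952 genes at an unadjusted p under 0.05. There the same-numbered libraries had a correlation of 0.01, and the count with the replicate block was 0. In this co-treatment 9 genes were called by the exact test with a common dispersion.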

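At 80 ug/ml for 24 h, SFE changed 153 genes past the threshold against control, with 112 up-regulated and 41 down-regulated. They comprise 196 RefSeq transcripts, of which 137 rose and 59 fell. With the replicate number as a block the count was 144 genes (106 up-regulated, 38 down-regulated), and the same-numbered libraries of the 2 groups had a correlation across genes of 0.32. The alternative that moved the result most was the FDR without a fold change cut-off, under which 1136 genes passed, 712 up and 424 down. Control and SFE libraries came from different lanes, so there is no comparison of these groups within a lane. Within lane 3, cells with Hh-CM and 80 ug/ml SFE had a higher level than cells with Hh-CM alone for 110 of the 112 up-regulated genes and a lower level for 35 of the 41 down-regulated genes. Several of the largest changes were in transcripts with few counts, where only a bound can be given. Among the rises, Lmo2 was at least 7.32-fold higher, Pax5 at least 2.30-fold and Col28a1 at least 1.93-fold. Col28a1 had 8 and 2 counts with SFE and 0 in both control libraries, so its bound rests on 1 SFE library. Batf2 rose by a log2 fold change of 2.91 (standard error 0.50, FDR 0.00041) and Gda, the gene of guanine deaminase, from 1.72 ± 0.087 to 11.5 ± 0.020 cpm. Among the falls, 6330512M04Rik was at least 2.29-fold lower, Cytip at least 1.60-fold and Cmya5 at least 1.46-fold. The structural RNAs Rpph1 (at least 20.7-fold lower) and Rmrp (log2 fold change -4.37, FDR 0.018) had 145 and 237 counts in control replicate 1 but 3 and 15 in replicate 2. With DESeq2 Rmrp was not past the threshold, at an adjusted p of 0.059, and 6330512M04Rik, Cmya5, Col28a1, Cytip and Pax5 were given no adjusted p, so that they could not be called. With the replicate block Cmya5 and Col28a1 were not past the threshold.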

Gene Ontology (GO) analysis and KEGG pathway analysis of these altered genes pointed to possible targets of SFE. The up-regulation of *Il6*, *Il15*, *Il18bp*, *cxcl9*, *cxcl10*, *cxcl13* and *tlr3* suggest targets to be immune and inflammatory related (Fig 1B) and pathway analysis underscored the NF-κB signaling pathway and the JAK-STAT signaling pathway: *Il6* and *cxcl10* being transcriptional targets of NF-κB and cytokines *Ifnb1*, *Il6*, *Il15* along with cytokines receptor *Il12rb1*, *Il15ra* being downstream of JAK-STAT signaling (Fig 1C and 1D).

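All 10 immune and cytokine genes, Il6, Il15, Il18bp, Cxcl9, Cxcl10, Cxcl13, Tlr3, Ifnb1, Il12rb1 and Il15ra, had higher levels with 80 ug/ml SFE than in control at 24 h. In each of the 10, both SFE libraries lay above both control libraries. The log2 fold changes ran from 0.68 (Il15ra) to 2.06 (Ifnb1), and 9 of the 10 genes were past the threshold in their most abundant transcript. For Il15ra that transcript had an FDR of 0.0004, and another, with a log2 fold change of 1.02 and an FDR of 0.028, was past the threshold. Cxcl10 was the most abundant of the 10, at 219.7 ± 30.0 cpm in control and 650.8 ± 8.62 cpm with SFE (log2 fold change 1.59, standard error 0.09, FDR 2.5e-10). Il6 rose from 1.03 ± 0.052 to 2.38 ± 0.137 cpm (log2 fold change 1.23, standard error 0.28, FDR 0.0070). Ifnb1 rose from 0.541 ± 0.176 to 2.25 ± 0.041 cpm (FDR 0.00019). Il6 and Cxcl13 were not past the threshold with DESeq2, at an adjusted p of 0.060 and 0.057. Over the alternatives of each gene, these ran from 0.0066 to 0.060 for Il6 and from 0.0098 to 0.057 for Cxcl13. An FDR of at most 0.05 was reached by 10 of the 10 genes both over all transcripts tested and over the list alone, which is made of the paper's own calls on these data, so the latter count shows no stability. From the up-regulation of these genes and from its pathway analysis, the paper proposes that the targets of SFE are immune and inflammatory related, with NF-κB and JAK-STAT signaling among the pathways. The GO and KEGG enrichment was not analysed here.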

**Fig 1:**
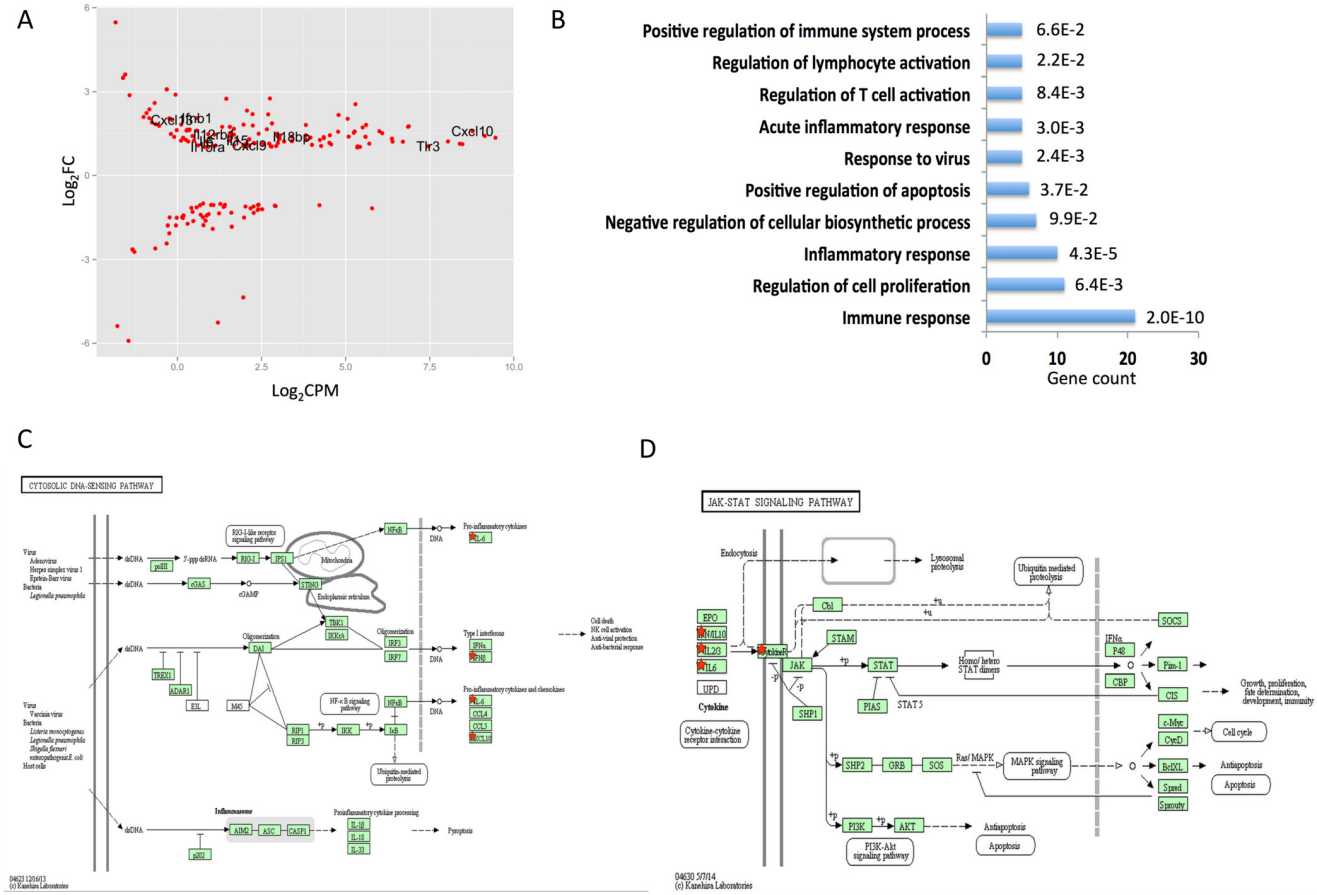
Sutherlandia Extract alters genes in TRAMPC2 cells. (A) Differentially expressed genes in response to Sutherlandia extract treatment. Genes that are related to (B, C, D) are labeled. (B) Gene Ontology analysis of Sutherlandia responsive genes. (C, D) KEGG pathway analysis of Sutherlandia responsive genes.

### Sutherlandia represses Hedgehog-signaling pathway

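In the RNA-seq libraries at 24 h, Hh-CM without SFE changed 101 genes past the threshold against control, with 75 up-regulated and 26 down-regulated, in 136 RefSeq transcripts. The replicate block gave 96 genes (73 up-regulated, 23 down-regulated), and same-numbered libraries of the 2 groups had a correlation across genes of -0.02. Without the fold change cut-off 688 genes passed, 333 up and 355 down. These 2 groups were sequenced in different lanes at 24 h but in the same lane at 8 h, where 61 of the 70 up-regulated genes tested were higher with Hh-CM. Bdkrb2, which encodes a bradykinin receptor, rose from 0.658 ± 0.088 to 8.81 ± 0.999 cpm, a log2 fold change of 3.71 (standard error 0.24, FDR 8.2e-10). The transcript of Cacna2d2 had 0 counts in both control libraries and 11 and 9 with Hh-CM, at least 3.43-fold higher, and was given no adjusted p by DESeq2. Of the down-regulated genes, Pamr1 fell by 2.83 on the log2 scale (standard error 0.54, FDR 0.0022), Cpne6 was at least 4.53-fold lower and Gdf10 at least 3.23-fold. The control libraries had 5 and 22 counts of Cpne6 and 14 and 6 of Gdf10, so both bounds lean on 1 control library. LOC100504608 fell by 2.23 (FDR 0.044) and Rmrp, high in 1 of the 2 control libraries only, by 3.56 (FDR 0.035). Of these, Gdf10, LOC100504608 and Rmrp were not past the threshold with DESeq2, which gave Cpne6 no adjusted p, and with the replicate block neither were Gdf10 and LOC100504608.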

Hh ligand-enriched conditioned medium (Hh-CM) treatment of TRAMPC2 cells for 24 hours led to 110 differentially expressed genes, with 80 genes up-regulated and 30 genes down-regulated (S2 Table). Classical Hh-signaling target genes *gli1* and *ptch1* were up-regulated (Fig 2; S1 Fig) and indicate that TRAMPC2 cells are Hh-responsive.

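Gli1 lies on chromosome 10 of mm9 from 126766945 to 126778645 and Ptch1 on chromosome 13 from 63610261 to 63674474, both on the minus strand. Gli1 (transcript NM_010296) rose from 1.03 ± 0.191 cpm in control to 40.5 ± 2.61 cpm with Hh-CM at 24 h. This is a log2 fold change of 5.26 (standard error 0.16, FDR 2.2e-15). Ptch1 (NM_008957) rose from 13.2 ± 4.36 to 58.5 ± 5.24 cpm, a log2 fold change of 2.14 (standard error 0.14, FDR 1.3e-09). For both genes the rise exceeded the spread between replicates, with both Hh-CM libraries above both control libraries. Gli2 rose from 27.4 ± 0.885 to 52.8 ± 4.66 cpm, and its log2 fold change of 0.93 (FDR 1.6e-06) was below the fold change threshold. No change was detected in Gli3 (log2 fold change -0.15, FDR 0.536) or Smo (log2 fold change -0.03, FDR 0.925), and the sign for Smo changed when 1 replicate was left out. Hhip, at 0.083 cpm in control and 0.110 cpm with Hh-CM, was too low for a change to be detectable at this depth. From the up-regulation of Gli1 and Ptch1, the paper concludes that TRAMPC2 cells are Hh-responsive.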

**Fig 2:**
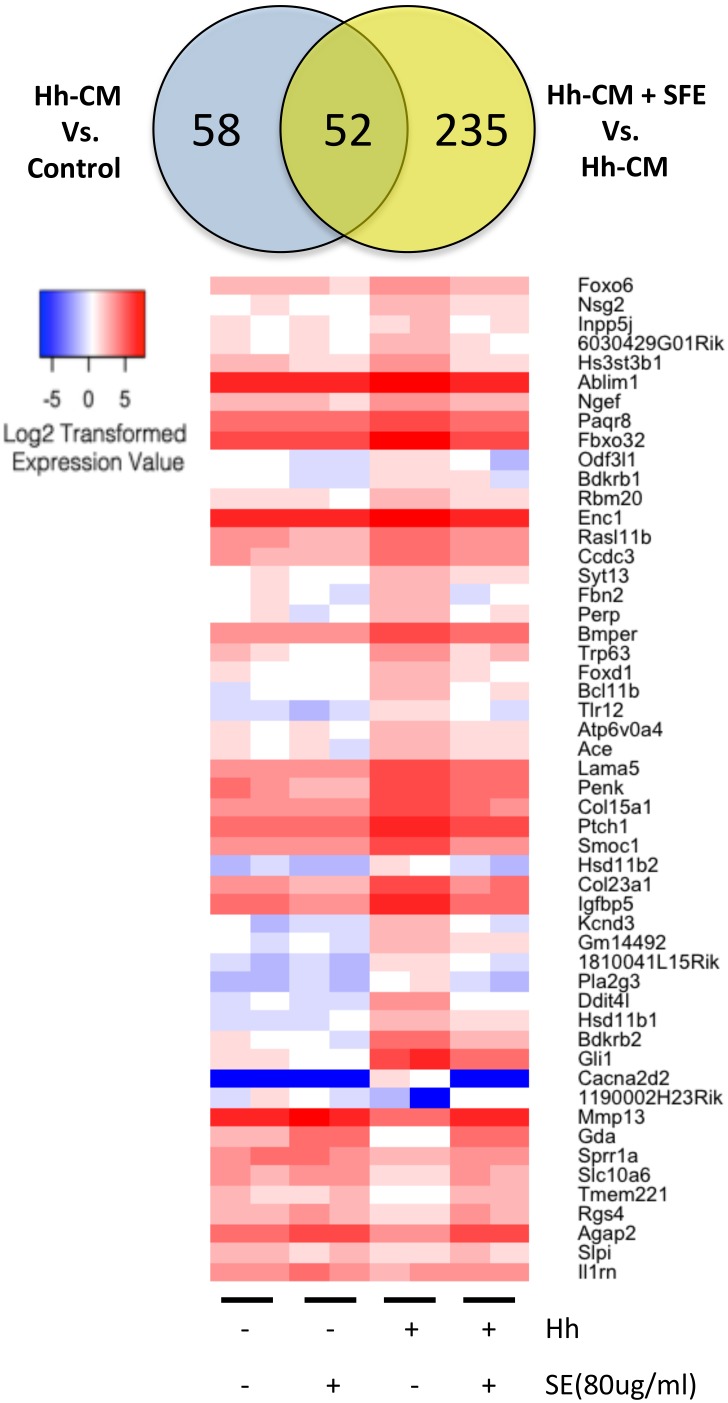
Heat map of Sutherlandia Extract altered Hedgehog-signaling pathway target genes expression. TRAMPC2 cell were treated with either Hh-CM or co-treated with Hh-CM and 80μg/ml SFE. Over 50% of Hh-responsive genes were repressed by SFE treatment. Gene expression values were represented by Log2 transformed normalized RNA-seq reads (Log2 count-per-million-reads) and color coded.

Co-treatment of SFE repressed 42 Hh-CM up-regulated genes, and stimulated 10 Hh-CM down-regulated genes (Fig 2). 

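Co-treatment with Hh-CM and 80 ug/ml SFE was compared with Hh-CM alone at 24 h, both in lane 3. It changed 252 genes past the threshold, with 186 up-regulated and 66 down-regulated. With the replicate block these were 237 genes (179 up-regulated, 58 down-regulated), and the correlation of same-numbered libraries was 0.08. Without the fold change cut-off 1298 genes passed, 864 up and 434 down. DESeq2 called 200 genes, 161 up-regulated and 39 down-regulated, so the number of down-regulated genes depends on the test. Of the 75 genes up-regulated by Hh-CM, SFE repressed 36 past the threshold, and of the 26 down-regulated genes it stimulated 8. These 44 genes are 43.6% of the 101 Hh-CM genes. The replicate block gave 41 reversed genes (34 repressed, 7 stimulated), or 42.7%. Counting every gene with an FDR of at most 0.05 in both comparisons, whatever its fold change, gave 329 reversed genes (150 repressed, 179 stimulated), or 47.8%. The 36 repressed genes had a median log2 fold change of -1.42 with SFE, with the smallest fall at -1.04.

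**Figure D1:**
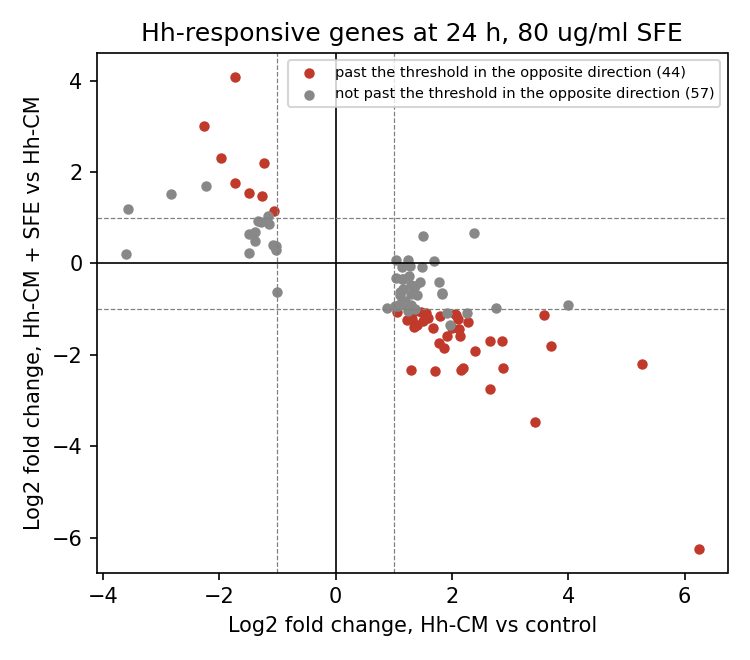
Log2 fold change of the 101 Hh-CM genes at 24 h with Hh-CM against control (x axis) and with Hh-CM and 80 ug/ml SFE against Hh-CM (y axis), with 1 point per gene. The 44 reversed genes are red and the other 57 grey. The farthest point is Cacna2d2, at fitted values of 6.25 and -6.25. It has 0 counts in the control and co-treated libraries, so that the size of these values is uncertain. From its counts, the change is at least 3.43-fold higher with Hh-CM and at least 3.00-fold lower with added SFE.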

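Expression of 4 genes in cells with Hh-CM and 80 ug/ml SFE was compared with Hh-CM alone at 24 h. Gli1 fell to 8.47 ± 0.741 cpm, a log2 fold change of -2.21 (standard error 0.11, FDR 1.1e-11). Ptch1 fell to 18.9 ± 1.16 cpm (log2 fold change -1.58, standard error 0.14, FDR 4.1e-08). Hsd11b1, the gene of hydroxysteroid dehydrogenase 11 beta 1, lies on chromosome 1 of mm9 from 195047824 to 195090248, and Penk, the gene of proenkephalin, on chromosome 4 from 4060678 to 4065966, both on the minus strand. Hsd11b1 had few reads, with 4 and 3 counts in the control libraries, 40 and 47 with Hh-CM, and 19 and 15 after co-treatment. It rose with Hh-CM from 0.20 ± 0.030 to 2.52 ± 0.106 cpm (log2 fold change 3.57, standard error 0.38, FDR 2.0e-06) and fell with SFE to 1.11 ± 0.131 cpm (log2 fold change -1.12, standard error 0.27, FDR 0.0086). The fall of Hsd11b1 was not past the threshold with DESeq2, at an adjusted p of 0.208. Over the alternatives its adjusted p ran from 0.0012, with the exact test with tagwise dispersion, to 0.208. Penk rose with Hh-CM from 6.70 ± 1.73 to 29.3 ± 0.348 cpm (log2 fold change 2.10, standard error 0.13, FDR 5.5e-10) and fell with SFE to 12.1 ± 0.134 cpm (log2 fold change -1.22, standard error 0.12, FDR 2.7e-07). In all 4 genes both co-treated libraries lay below both Hh-CM libraries. SFE at 80 ug/ml without Hh-CM did not change Ptch1 detectably (log2 fold change 0.08, FDR 0.875), and the sign changed when control replicate 1 was left out. Nor was a change detected in Hsd11b1, at 0.297 ± 0.135 cpm (log2 fold change 0.58, FDR 0.732). Gli1 was lower, at 0.497 ± 0.056 cpm with 8 and 7 counts against 21 and 15 in control, but its log2 fold change of -1.02 was not past the threshold (FDR 0.126). The difference between the effects of SFE with and without Hh-CM was past the threshold for Ptch1 (log2 difference -1.65, standard error 0.22, FDR 0.00072) and not for Gli1 (-1.19, FDR 0.434) or Hsd11b1 (-1.70, FDR 0.528). Control was in lane 2 and the other groups of this difference in lane 3, so it cannot be told apart from the lane. Adjusted over the 4 genes alone, which were chosen by the paper on these data, 3 differences had an FDR of at most 0.05 against 1 over all transcripts, and 2 changes with SFE without Hh-CM against 1, with Gli1 the gene gained.

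**Figure D2:**
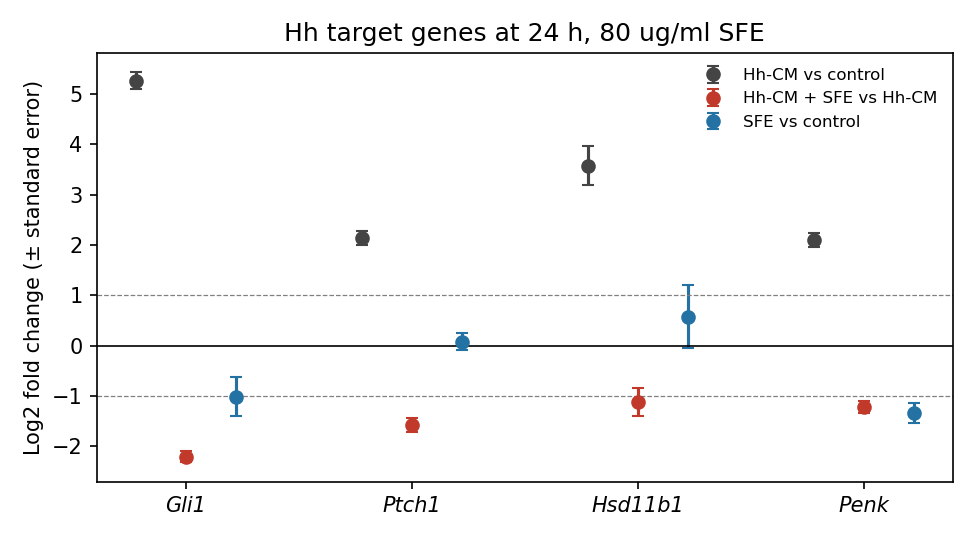
Log2 fold change at 24 h of Gli1, Ptch1, Hsd11b1 and Penk for Hh-CM against control, for Hh-CM and 80 ug/ml SFE against Hh-CM, and for 80 ug/ml SFE against control. Points are estimates with standard errors derived from the F statistic of the quasi-likelihood test, and dashed lines mark 1 and -1. With Hh-CM the 4 genes rise by 2.10 to 5.26, and with SFE in Hh-CM their log2 fold changes lie between -1.12 and -2.21.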

The Hh-signaling altered genes that can be repressed by SFE include the classical Hh-signaling target genes *gli1* and *ptch1*, as well as newly distinguished genes *hsd11b1* and *penk* (Fig 3; S1 Fig). Additional differentially expressed genes were immune and inflammatory related, including *Il6*, *Il15*, *cxcl9*, *cxcl10*, *cxcl11*, *ccl12*, *cxcl13*, *tlr3*, *tlr12*, *ifnb1* and *il12rb1* (S3 Table).

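Of the immune and inflammatory genes Il6, Il15, Cxcl9, Cxcl10, Cxcl11, Ccl12, Cxcl13, Tlr3, Tlr12, Ifnb1 and Il12rb1, 10 of 11 could be tested, as Ccl12 had 0 counts in all 24 libraries. In cells with Hh-CM and 80 ug/ml SFE, 9 of the 10 were higher than with Hh-CM alone at 24 h and 8 were up-regulated past the threshold. The log2 fold changes of the 8 ran from 1.03 (Il15) to 2.93 (Cxcl11), and that of Il15 was 0.98 when only library sizes were used for normalization. Il6 rose from 0.798 ± 0.246 to 3.01 ± 0.130 cpm (log2 fold change 1.99, FDR 3.5e-05). Cxcl10 rose from 168 ± 13.8 to 577 ± 10.9 cpm (log2 fold change 1.83, FDR 1.1e-11). Cxcl13 had 7 and 10 counts with Hh-CM and 13 and 21 after co-treatment, a log2 fold change of 1.22 with an FDR of 0.106. Tlr12 was lower after co-treatment, with 9 and 3 counts against 20 and 16, a log2 fold change of -1.34 with an FDR of 0.124. With only the libraries of the groups compared, Cxcl13 had an FDR of 0.032 and Tlr12 one of 0.036. Over the alternatives, the FDR ran from 0.022 to 0.355 for Cxcl13 and from 0.022 to 0.396 for Tlr12. The lowest values came from the exact test with a common dispersion. All 10 genes had an FDR of at most 0.05 when adjusted over the list alone, against 8 over all transcripts tested; as the list holds the paper's own calls on these data, the former shows no stability. The largest rise that was not only a bound was that of Gda, from 0.526 ± 0.082 to 8.64 ± 0.501 cpm (log2 fold change 4.09, standard error 0.24, FDR 8.9e-11). Slfn4 was at least 3.78-fold higher, Npsr1 at least 2.99-fold, Gm19990 at least 2.63-fold and Trp53i11 at least 1.5-fold. On the other side, Cacna2d2 was at least 3.00-fold lower, Ticam2 at least 1.48-fold, Zbtb32 at least 1.45-fold, Disp2 at least 1.42-fold and AI182371 at least 1.35-fold. With DESeq2, Slfn4, Gm19990, Trp53i11, Ticam2, Disp2 and AI182371 were not past the threshold and Zbtb32 was given no adjusted p, and with the replicate block neither were Ticam2 and Zbtb32.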

**Fig 3:**
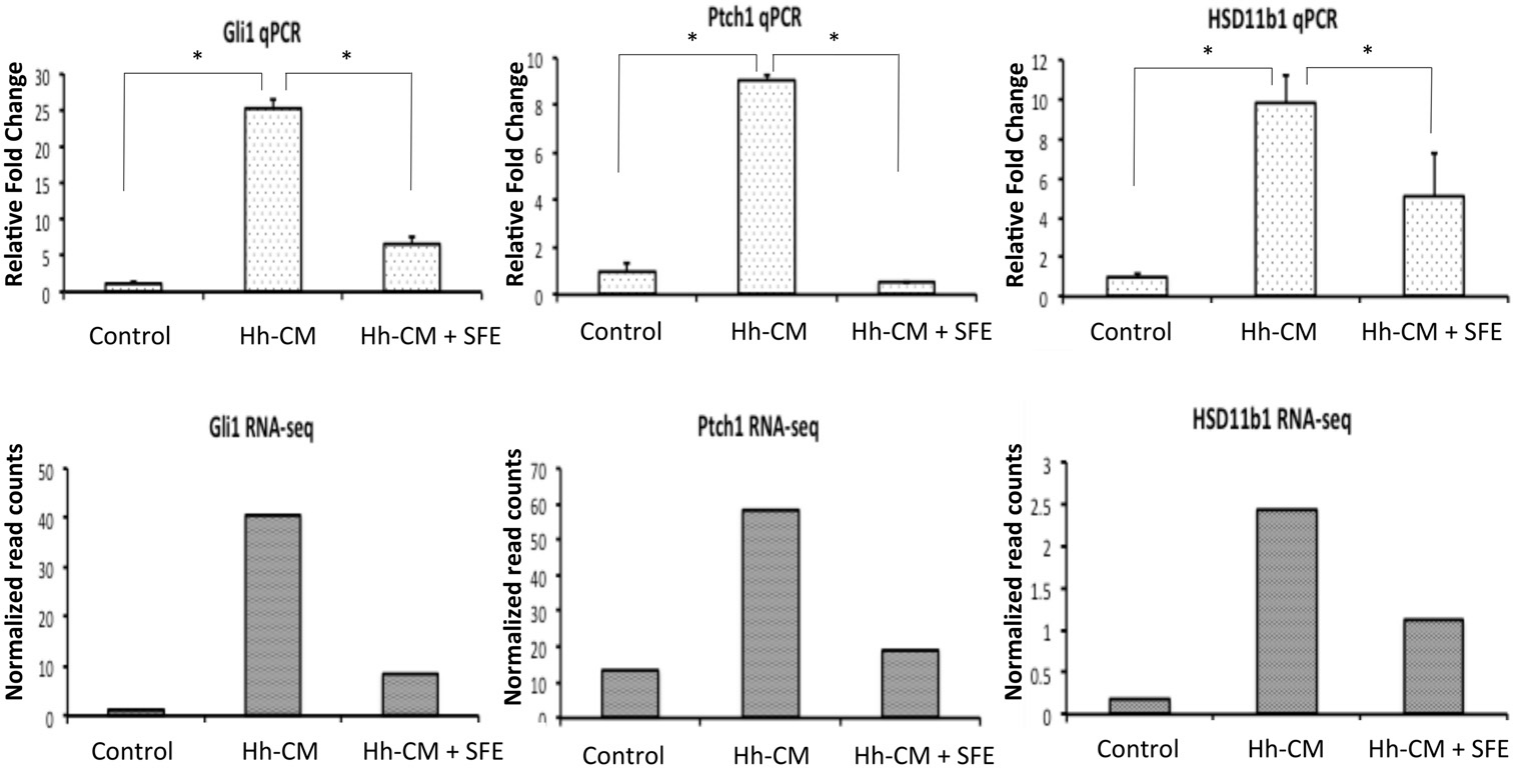
qPCR validation of RNA-seq result. Quantitative PCR for (A) *gli1*, (B) *ptch1*, and (C) *hsd11b1* was performed on Hh ligand treated and Hedgehog ligand and SFE co-treated TRAMPC2 cells. Transcripts concentrations were normalized to control. * indicates p<0.05. In the lower figure, transcripts concentrations of (A) *gli1*, (B) *ptch1*, and (C) *hsd11b1* are represented by quantified sequencing reads, in the form of counts-per-million-reads.

## Discussion

Sutherlandia, also known as cancer bush, is a prominent and widely used herbal medicine in South Africa [32]. Its targets and mechanisms of action toward cancer cells are largely unknown. In studies related to this, we have observed Sutherlandia extract to be growth inhibitory in several PCa cell lines and found the administration of Sutherlandia to TRAMP mice decreases the incidence of poorly differentiated carcinoma [21].

With the hypothesis that the cell proliferation inhibition of SFE is due to its potential Hh-signaling pathway inhibition, we identified a group of Hh-signaling responsive genes in TRAMPC2 cells, and found SFE was capable of repressing 50% of them. This suggests SFE has strong Hh-signaling inhibitory effects.

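The libraries of Hh-CM alone enter both the selection of Hh genes and the test of SFE, so the Hh genes were also selected without them. Cells with Hh-CM and 8 ug/ml SFE, compared with cells with 8 ug/ml SFE alone at 24 h, had 68 genes past the threshold, 57 up-regulated and 11 down-regulated. Of these 68 genes, 80 ug/ml SFE reversed 32 in cells with Hh-CM, or 47.1%, by repressing 29 of the up-regulated and stimulating 3 of the down-regulated genes. With the replicate block 30 genes were reversed (27 repressed, 3 stimulated), and same-numbered libraries of the 2 groups used in the selection had a correlation of 0.16. For the 57 up-regulated genes, the median log2 fold change with 80 ug/ml SFE was -1.11 in cells with Hh-CM and -0.15 in cells without it. The difference between the effects with and without Hh-CM reached an FDR of at most 0.05 for 18 of the 57. The comparison without Hh-CM crosses lanes, so neither its median nor this difference can be separated from the lane. From the share of Hh-responsive genes that SFE represses, the paper proposes that SFE has strong Hh-signaling inhibitory effects.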

Interestingly, the fetal adrenal gland after maternal consumption of *Veratrum californicum*, which contains Hh-signaling inhibitor cyclopamine, synthesized much less cortisol, cortisone and corticosterone than the maternal adrenal, indicating corticosteroid biosynthesis is also strongly related to Hh-signaling activity [33]. The Hh-altered genes found in TRAMPC2 cells as well as Hh-altered genes in embryonic fibroblast cells and prostate cells, included the cortisol-cortisone conversion enzyme coding gene Hydroxysteroid Dehydrogenase 11 Beta 1(*hsd11b1*). *Hsd11b1* responded to Hh-signaling activation, while Sutherlandia extract treatment, or Smo inhibitor treatment, can repress the Hh-signaling pathway’s effect on this gene [34]. We conclude that *hsd11b1* is an Hh-signaling responsive gene and we propose that the decreased cortisol and cortisone concentrations in the adrenal of Cyclops fetus may result from *Veratrum californicum* grazing of mother sheep consuming Cyclopamine and inhibiting the Hh-signaling pathway.

*Hsd11b1* is present in PC3 and LnCaP human prostate cancer cells, and the HSD11B1’s 11-dehydrogenase activity is preserved while the 11-reductase activity is not [35,36], indicating HSD11B1 is important for maintaining the concentration of glucocorticoid in prostate and prostate cancer cells. This result strongly relates prostate cortisol/ cortisone concentration to the Hh-signaling pathway, suggesting that cortisol/ cortisone concentration alteration maybe an important factor for prostate cancer development and that anti-Hh treatment can reverse these detrimental changes.

Another new Hh-signaling responsive gene we found is Proenkephalin (*Penk*), a hormone ligand for the Opioid Growth Factor Receptor (Ogfr) and a negative regulator of cell proliferation and tissue organization. When Penk is synthesized and binds to nuclear located Ogfr, an intracellular signaling pathway downstream of Ogfr is initiated and eventually causes the cell to enter G0 phase. Penk is a prostate stroma marker and gene expression analysis showed that Penk concentration is lower in prostate cancer than in normal prostate [37]. It is surprising to find that Penk is expressed in TRAMPC2, while DU145 is *Penk* null from another gene expression profile from our lab, indicating TRAMPC2 cells have stromal features, potentially from Epithelial Mesenchymal Transition (EMT). 

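Penk (transcript NM_001002927) was among the 15429 genes detected, with any count, in the control TRAMPC2 libraries at 24 h. Of these genes, 9577 had a higher mean cpm than Penk and 37.9% a lower one. As cpm is not divided by transcript length, this rank does not order expression between genes. At 8 h the control level of Penk was 5.62 ± 1.41 cpm. From the expression of Penk in TRAMPC2 and its absence in DU145 cells, the paper reasons that TRAMPC2 cells have stromal features, potentially from EMT. DU145 cells were not analysed here.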

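Without Hh-CM, 80 ug/ml SFE lowered Penk from the control level to 2.62 ± 0.094 cpm at 24 h, a log2 fold change of -1.33 (standard error 0.20, FDR 8.9e-05). Both SFE libraries lay below both control libraries. The effect of SFE with Hh-CM differed from that without it, which crosses lanes, by 0.11 on the log2 scale (standard error 0.24, FDR 0.954). This difference had no fixed sign, running from -0.19 to 0.35 over the 8 fits that each left out one replicate. Among cells with 80 ug/ml SFE, Penk was still higher with Hh-CM than without it (log2 fold change 2.21, standard error 0.18, FDR 6.0e-07).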

More surprisingly, we found *Penk* is Hh-responsive gene and Sutherlandia extract treatment decreases either basal level or Hh-stimulated Penk transcript concentration.

Although the Sutherlandia ethanol extract showed repression of a large number of the Hh-response genes, we do not think that SFE contains Smo inhibitor(s) like cyclopamine, GDC0449 or DY131, otherwise it would repress all of the Hh responsive genes. 

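Of the 75 genes up-regulated by Hh-CM, 39 were not repressed past the threshold by 80 ug/ml SFE. Of these 39, 34 were lower with SFE, 17 of them at an FDR of at most 0.05, and 0 were higher at that FDR. Their log2 fold changes with SFE ran from -1.34 to 0.67, with a median of -0.65. Among the 18 down-regulated genes that were not stimulated past the threshold, 17 were higher with SFE, 5 of them at an FDR of at most 0.05, with a median log2 fold change of 0.57, and 1 fell further at that FDR. This was Gatm (log2 fold change -0.63, FDR 0.0068), named after its values were seen. Between the groups that both received 80 ug/ml SFE, 9 genes were past the threshold with Hh-CM against without it, all up-regulated, and 805 genes had an unadjusted p under 0.05. The replicate block also gave 9, and same-numbered libraries of these groups had a correlation of -0.02. The largest differences were those of Gli1 (log2 fold change 4.08, standard error 0.25, FDR 2.9e-09), Bdkrb2 (3.00, FDR 0.0003), Penk, Col23a1 (1.58, FDR 0.00028) and Mgll (1.48, FDR 0.040). Mgll was not past the threshold with DESeq2, at an adjusted p of 0.152 and a range of 0.0028 to 0.152 over its 5 alternatives. Ptch1 did not differ past the threshold (log2 fold change 0.49, FDR 0.639), nor did Hsd11b1 (1.88, FDR 0.112), which passed with only the libraries of these groups (FDR 0.019, the lowest of a range up to 0.144 over 4 alternatives). Adjusted over Gli1, Ptch1, Hsd11b1 and Penk alone, which were chosen by the paper on these data, 4 of the 4 had an FDR of at most 0.05 against 2 over all transcripts. The paper reasons that a Smo inhibitor would repress all Hh-responsive genes, and does not think that SFE contains one.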

We propose SFE contain one or more active components that alter the activity of downstream Hh-signaling pathway, which interact with other signaling pathways, or alternatively they act at the level of Gli transcription factor level in a promoter specific manner.

In addition to the discovery of Hh-signaling inhibition effect, we also found genes that are up-regulated by Sutherlandia treatment with or without Hh-signaling activation. 

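At 24 h, 87 genes were up-regulated past the threshold by 80 ug/ml SFE both without and with Hh-CM, and 8 were down-regulated in both. Only the comparison without Hh-CM called 25 up-regulated genes, and only that with Hh-CM called 99. The difference between the effects of SFE with and without Hh-CM was tested for each gene as an interaction. It was past the threshold for 21 genes, and the replicate block gave 18. The log2 fold change, sign included, was higher in Hh-CM for 8 of the 21 and lower for 13 (6 and 12 with the block). A lower value can be a larger fall, as for Ptch1 (-1.58 with Hh-CM, 0.08 without). It can also be a smaller rise, as for Alpl (0.05 and 1.68). Without a filter on low counts the interaction called 47 genes, and without the fold change cut-off 85. The comparison without Hh-CM crosses lanes, so the interaction cannot be separated from the lane. Of the 211 genes up-regulated with or without Hh-CM, 13 had an interaction FDR of at most 0.05 and 5 were past the threshold. The log2 fold changes of the 112 genes up-regulated without Hh-CM differed from those with it by a median of 0.339 in absolute value, and 73 lay within 0.5 of each other. Across these genes, which are not independent replicates, Pearson's r was 0.33.

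**Figure D3:**
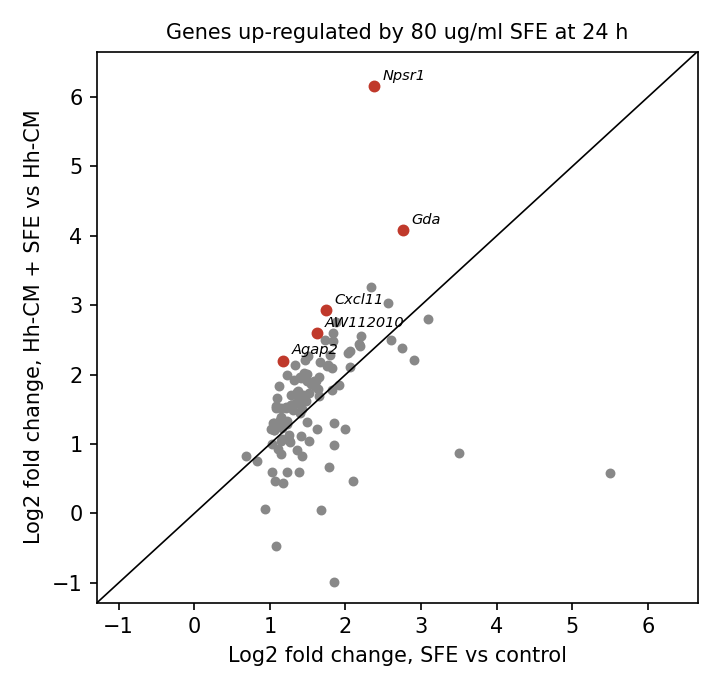
Log2 fold change of the 112 genes up-regulated by 80 ug/ml SFE at 24 h, without Hh-CM (x axis) and with Hh-CM (y axis), with 1 point per gene and a diagonal where both are equal. The genes Agap2, AW112010, Gda, Cxcl11 and Npsr1 are red and lie above the diagonal. The fitted y value of Npsr1 rests on 0 counts with Hh-CM alone, so its size is uncertain. From the counts, its rise in Hh-CM is at least 2.99-fold.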

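The 19 genes Cfb, Gbp2, Gbp4, Gbp5, Gbp10, Cxcl9, Cxcl10, Cxcl11, Cxcl13, Il6, Il18bp, Oasl1, Rsad2, Sp110, Tgtp1, Tgtp2, Tlr3, Tnfsf10 and Vnn1 were up-regulated past the threshold by 80 ug/ml SFE in 19 of 19 cases without Hh-CM. Their log2 fold changes ran from 1.05 (Tlr3) to 2.20 (Tgtp1). In the presence of Hh-CM 18 of the 19 were past the threshold, with log2 fold changes from 1.20 (Tlr3) upward and the largest in Cxcl11, and the exception was Cxcl13. Rsad2 was the most abundant, at 397.0 ± 50.8 cpm in control and 1000.2 ± 34.1 cpm with SFE alone (log2 fold change 1.36, FDR 8.1e-10), and at 304 ± 17.4 cpm with Hh-CM and 987 ± 15.7 cpm after co-treatment (log2 fold change 1.75, FDR 1.0e-11). Tgtp1 and Tgtp2 are paralogs, as are Gbp2, Gbp4, Gbp5 and Gbp10, whose reads the authors' counting could have split or left out. Adjusted over these genes alone, 19 of the 19 had an FDR of at most 0.05 in either setting, against 19 and 18 over all transcripts tested; the list is made of the paper's own calls on these data, so the former count shows no stability.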

GO analysis showed that the majority of these genes are immune response related, including Cfb, Cfh, Gbp2, Gbp4, Gbp5, Gbp10, Cxcl9, Cxcl10, Cxcl11, Cxcl13, IL6, IL18bp, Oasl1, Rsad2, Sp110, Tgtp1, Tgtp2, Tlr3, Tnfsf10 and Vnn1 (S1 and S3 Tables). 

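Agap2 lies on chromosome 10 of mm9 from 126515963 to 126530225 and Gda on chromosome 19 from 21465797 to 21547935. AW112010 lies on chromosome 19 from 11122103 to 11125056, Cxcl11 on chromosome 5 from 92788570 to 92794511 and Npsr1 on chromosome 9 from 23902440 to 24120842. Agap2 rose with 80 ug/ml SFE by a log2 fold change of 1.18 without Hh-CM and 2.20 with it, a difference of 1.02 (standard error 0.16, FDR 0.0021). For Gda the log2 fold change was 2.76 without Hh-CM and larger by 1.32 with it (standard error 0.36, FDR 0.151). For Cxcl11 it was 1.75 without Hh-CM and larger by 1.18 with it (standard error 0.41, FDR 0.349). AW112010 rose by 1.62 and 2.60, with a difference of 0.98 (standard error 0.58, FDR 0.736). Npsr1 rose by 2.38 without Hh-CM, a rise given no adjusted p by DESeq2, and had 8 and 8 counts after co-treatment against 0 and 0 with Hh-CM alone (FDR of the difference 0.595). The interaction test thus passed the threshold for 1 of the 5 genes over all transcripts, and for 3 of the 5 the FDR was at most 0.05 when adjusted over the 5 genes alone, which were chosen by the paper on these data, so the latter count shows no stability. Agap2 (log2 fold change -1.23, FDR 7.5e-07) and Gda (-1.73, FDR 0.0020) were lower with Hh-CM alone than in control. The changes of Cxcl11 (-0.94, FDR 0.160) and AW112010 (-0.66, FDR 0.601) were not past the threshold. Control was in lane 2 and the other groups in lane 3, so neither these changes nor the interaction can be told apart from the lane.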

While most of the up-regulated genes are shown to be Hh-signaling independent, revealed by the fold change similarity with or without Hh treatment, we do find 5 genes, Agap2, Aw112010, Gda, Cxcl11 and Npsr1, which are stimulated much more in response to Sutherlandia when Hh-signaling is activated, indicating that Hh-signaling facilitates these genes’ response to Sutherlandia.

In summary, our gene expression survey of Hh-signaling responsive genes and Sutherlandia responsive genes in mouse prostate cancer TRAMPC2 cells showed Sutherlandia extract has strong Hh-signaling inhibition effects as judged by the number and percentage of Hh responsive genes that can be repressed by Sutherlandia treatment. Our RNA-seq results suggest that Sutherlandia is a strong anti-Hh drug candidate with strong immune system boosting activities.

## Supporting Information

S1 Fig RNA-seq reads of Hsd11b1 and Penk. (PDF) Click here for additional data file.

S1 Table 80ug/ml SFE responsive genes. 

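The paper's S1 Table lists RefSeq transcripts with a log2 fold change and an FDR, and its 204 entries, 138 up-regulated and 66 down-regulated, are transcripts of 160 gene IDs (113 up-regulated, 47 down-regulated). In the test of 80 ug/ml SFE against control, 189 of the 204 entries were past the threshold and 15 were not. Of the 153 genes past the threshold here, 148 are in the table, and 7 transcripts past the threshold are not. Of the entries, 203 were tested, and for all 203 the direction was that of the table. The log2 fold changes differed from the table's by a median of 0.0071 in absolute value. Those of the 15 other entries that are in the count table had a median of 39.5 counts over the 12 libraries at 24 h.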

(PDF) Click here for additional data file.

S2 Table Hh responsive genes. 

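The 110 entries of the paper's S2 Table are 1 transcript for each of 110 gene IDs, with 80 up-regulated and 30 down-regulated by Hh-CM. All 110 were tested with the direction of the table, 99 were past the threshold, and 99 of the 101 genes called here are among them. The log2 fold changes differed from the table's by a median of 0.0036 in absolute value.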

(PDF) Click here for additional data file.

S3 Table Differentially expressed genes between co-treatment of Hh and SFE, and Hh-CM treatment. 

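Of the 287 entries of the paper's S3 Table (213 up-regulated, 74 down-regulated), 275 were found in the count table by their RefSeq transcript. All 275 had the direction of the table, 236 were past the threshold, and 236 of the 252 genes called here are among them. The median absolute difference of the log2 fold changes was 0.0103. Between the paper's S2 and S3 Tables, 42 genes rise with Hh-CM and fall with added SFE and 10 do the opposite, together 52 of the 110 Hh genes or 47.3%; these counts are of the paper's own calls.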

(PDF) Click here for additional data file.

S4 Table Primer sequences. 

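The primers served the quantitative PCR of Gli1, Ptch1 and Hsd11b1 with Gapdh as the fourth gene, an experiment whose values were not analysed here. The primer sequences were placed on the mm9 genome and its annotation. The Ptch1 forward primer CTCTGGAGCAGATTTCCAAGG spans exons 1 and 2 and the reverse primer TGCCGCAGTTCTTTTGAATG lies in exon 2, for an amplicon of 117 bp in spliced RNA. The Hsd11b1 forward primer CTGCCTGCCTGGGAGGTTGT lies in the 5′ UTR in exon 1, and the reverse primer TCCCTGGAGCATTTCTGGTCTGAAC spans exons 1 and 2, for an amplicon of 184 bp. For Gli1, the reverse primer CAACCTTCTTGCTCACACATGTAAG lies in coding exon 10 (chromosome 10 from 126771319 to 126771343), whereas the forward primer GGAAGTCCTATTACGCCTTGA had no exact match in the genome or the annotated transcripts. The Gapdh forward primer AGCCTCGTCCCGTAGACAAAAT spans exons 1 and 2, the reverse primer CCGTGAGTGGAGTCATACTGGA lies in exon 3, and the amplicon is 175 bp. The Gapdh primers also match elsewhere, with 42 exact matches in the genome for the forward and 16 for the reverse primer.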

(PDF) Click here for additional data file.

# Supplementary material for: Inhibition of Hedgehog-Signaling Driven Genes in Prostate Cancer Cells by Sutherlandia frutescens Extract
**Source:** PLoS One. 2015 Dec 28;10(12):e0145507. doi: 10.1371/journal.pone.0145507
**Supplement:** S1 Fig

## Supporting information file S1 Figure

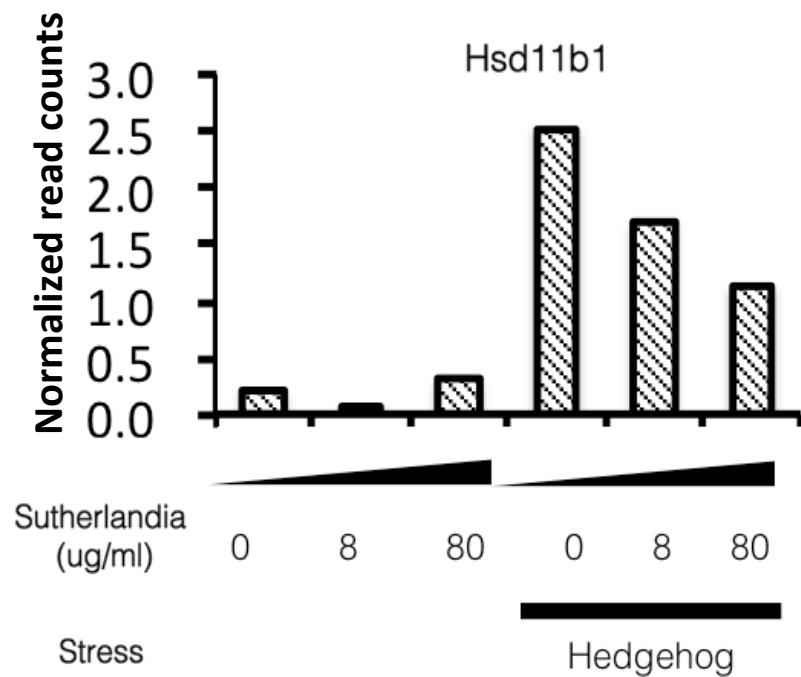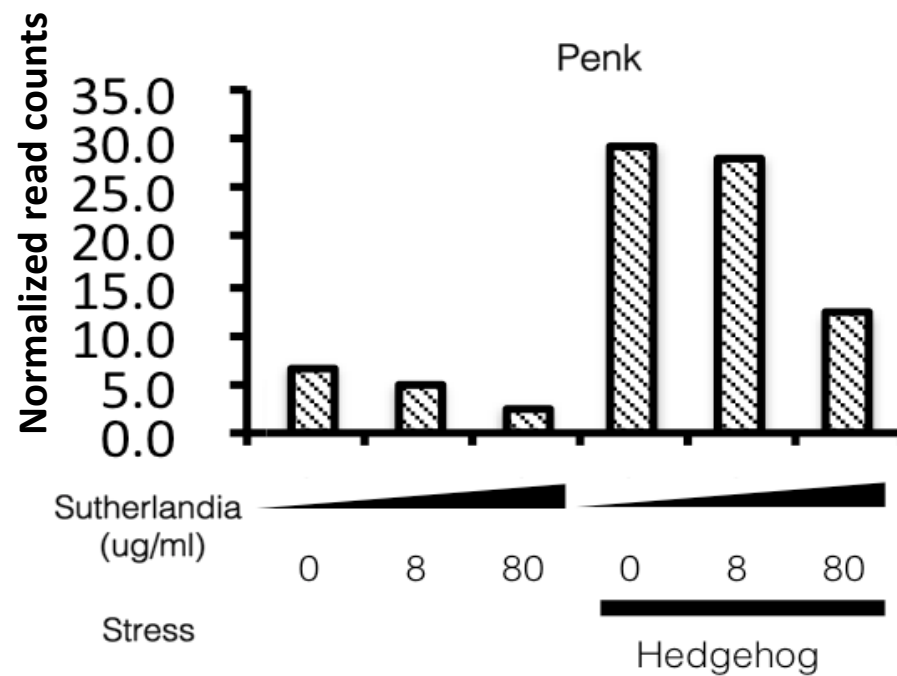

**RNA-seq reads of Hsd11b1 and Penk** Transcripts concentrations of (a) *hsd11b1*, (b) *penk* (c) *gli1* and (d) *ptch1* are represented by normalized deep sequencing reads, in the form of counts-per-million-reads (cpm). The cpm values are shown for the conditions with or without Hedgehog ligand.

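At 24 h with Hh-CM and 8 ug/ml SFE, Gli1 was at 28.7 ± 3.47 cpm, a log2 fold change of -0.49 against Hh-CM alone (standard error 0.10, FDR 0.136), with both libraries below both of Hh-CM alone. Ptch1 was at 43.8 ± 2.47 cpm (log2 fold change -0.40, FDR 0.586), Hsd11b1 at 1.70 ± 0.054 cpm (-0.54, FDR 0.785) and Penk at 28.1 ± 2.88 cpm (-0.03, FDR 0.985). With 8 ug/ml SFE and no Hh-CM, Gli1 was at 0.862 ± 0.060 cpm, Ptch1 at 12.0 ± 2.58 cpm and Penk at 4.89 ± 0.284 cpm, and Hsd11b1 had 1 count in each of the 2 libraries. None of the 4 falls with Hh-CM was at an FDR of at most 0.05 over all transcripts tested, and 2, those of Gli1 and Ptch1, were when adjusted over the 4 genes alone, which the paper chose on comparisons that share the Hh-CM libraries.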

# Supplementary material for: Inhibition of Hedgehog-Signaling Driven Genes in Prostate Cancer Cells by Sutherlandia frutescens Extract
**Source:** PLoS One. 2015 Dec 28;10(12):e0145507. doi: 10.1371/journal.pone.0145507
**Supplement:** S1 Table

**Supplement Table 1. Sutherlandia Responsve Genes**

|              |           |          |            |            |            |            |
|--------------|-----------|----------|------------|------------|------------|------------|
| NM_001004762 | 232889    | Pla2g4c  | 1.63758405 | 0.28963638 | 2.57E-05   | 0.00103031 |
| NM_001168504 | 232889    | Pla2g4c  | 1.6375841  | 0.28963638 | 2.57E-05   | 0.00103031 |
| NM_010999    | 18356     | Olfr56   | 1.64749103 | 0.36155281 | 1.19E-05   | 0.0005254  |
| NM_008392    | 16365     | Irg1     | 1.65624784 | 2.65786322 | 1.06E-14   | 2.41E-12   |
| NM_007431    | 11647     | Alpl     | 1.67143914 | 1.67776427 | 3.90E-12   | 5.72E-10   |
| NM_024237    | 70370     | Fbln7    | 1.72175114 | 5.50557809 | 1.83E-39   | 3.47E-36   |
| NM_019494    | 56066     | Cxcl11   | 1.74124242 | 1.5567954  | 3.20E-12   | 4.74E-10   |
| NR_038116    | 56066     | Cxcl11   | 1.74124289 | 1.5567954  | 3.19E-12   | 4.74E-10   |
| NM_001004174 | 433470    | AA467197 | 1.7425282  | 1.32694665 | 1.51E-10   | 1.75E-08   |
| NR_003520    | 17857     | Mx1      | 1.74591369 | 6.85475477 | 8.18E-51   | 3.33E-47   |
| NM_010846    | 17857     | Mx1      | 1.76277061 | 6.87688233 | 7.38E-51   | 3.33E-47   |
| NM_027990    | 71897     | Lypd6b   | 1.78026738 | -0.5452959 | 0.00113585 | 0.02579991 |
| NM_001162938 | 100033459 | Pydc3    | 1.79081605 | 2.23893655 | 1.32E-16   | 4.23E-14   |
| NM_008620    | 17472     | Gbp4     | 1.80962125 | 3.81761138 | 4.31E-31   | 5.34E-28   |
| NM_009425    | 22035     | Tnfsf10  | 1.81317667 | 5.60881664 | 2.91E-64   | 2.76E-60   |
| NM_009888    | 12628     | Cfh      | 1.82241835 | 1.96504909 | 1.27E-15   | 3.32E-13   |
| NM_011861    | 23969     | Pacsin1  | 1.82526506 | 0.11163244 | 9.11E-06   | 0.0004133  |
| NM_028799    | 74176     | Tgm5     | 1.83615307 | -0.6497006 | 0.00108361 | 0.02494006 |
| NM_001177349 | 623121    | Pydc4    | 1.86584653 | 2.81132663 | 3.12E-23   | 1.82E-20   |
| NM_001177350 | 623121    | Pydc4    | 1.86584716 | 2.81132663 | 3.14E-23   | 1.82E-20   |
| NM_009763    | 12182     | Bst1     | 1.90269593 | -0.7576323 | 0.0017679  | 0.03686163 |
| NM_018866    | 55985     | Cxcl13   | 1.99006289 | -0.1634002 | 3.70E-05   | 0.00142251 |
| NM_172648    | 226695    | Ifi205   | 2.03196954 | 5.05860757 | 5.45E-82   | 7.75E-78   |
| NM_007807    | 13058     | Cybb     | 2.04651283 | -0.2443704 | 4.35E-05   | 0.00163906 |
| NM_010510    | 15977     | Ifnb1    | 2.05146572 | 0.58111038 | 1.25E-08   | 9.99E-07   |
| NM_178365    | 23969     | Pacsin1  | 2.05321697 | -0.8358555 | 0.00111467 | 0.02546119 |
| NM_175648    | 244183    | Trim30b  | 2.09466065 | -1.0084944 | 0.00180455 | 0.03743389 |
| NM_001164327 | 236451    | Gm4902   | 2.16844422 | 4.78912877 | 8.40E-64   | 5.97E-60   |
| NM_011579    | 21822     | Tgtp1    | 2.18822096 | 2.69885592 | 1.65E-32   | 2.35E-29   |
| NM_001024230 | 432555    | Gm5431   | 2.19783884 | 2.23242211 | 5.00E-25   | 3.75E-22   |
| NM_010050    | 13371     | Dio2     | 2.2361448  | -0.920153  | 0.00078    | 0.01900641 |
| NM_013927    | 30952     | Cngb3    | 2.32394488 | 2.0667889  | 1.48E-23   | 8.94E-21   |
| NM_175678    | 319239    | Npsr1    | 2.36779033 | -0.8346889 | 0.00023674 | 0.0071915  |
| NM_010821    | 17476     | Mpeg1    | 2.55325025 | 5.29187466 | 3.05E-89   | 8.69E-85   |
| NM_011832    | 23920     | Insrr    | 2.59662077 | -0.6789766 | 1.60E-05   | 0.00067256 |
| NM_175026    | 236312    | Pyhin1   | 2.74722    | 1.4525803  | 4.82E-22   | 2.59E-19   |
| NM_010266    | 14544     | Gda      | 2.75751772 | 2.74867866 | 1.80E-49   | 5.69E-46   |
| NR_004051    | 81497     | Btnl5    | 2.87546004 | -1.4246425 | 0.00260597 | 0.04925541 |
| NM_028967    | 74481     | Batf2    | 2.8972481  | -0.0574743 | 9.87E-09   | 8.17E-07   |
| NM_008505    | 16909     | Lmo2     | 3.08714552 | -0.3183888 | 6.51E-08   | 4.59E-06   |
| NM_001142337 | 16909     | Lmo2     | 3.08714576 | -0.3183888 | 6.52E-08   | 4.59E-06   |
| NM_001142336 | 16909     | Lmo2     | 3.08714592 | -0.3183888 | 6.52E-08   | 4.59E-06   |
| NM_001142335 | 16909     | Lmo2     | 3.08714617 | -0.3183888 | 6.52E-08   | 4.59E-06   |
| NM_008782    | 18507     | Pax5     | 3.49510524 | -1.6186587 | 0.00199784 | 0.04044141 |
| NM_001198835 | 12810     | Coch     | 3.60842832 | -1.5506963 | 0.00108339 | 0.02494006 |
| NM_007728    | 12810     | Coch     | 3.60842858 | -1.5506963 | 0.00108397 | 0.02494006 |
| NM_001037865 | 213945    | Col28a1  | 5.47370385 | -1.8402451 | 0.00116518 | 0.02636109 |

# Supplementary material for: Inhibition of Hedgehog-Signaling Driven Genes in Prostate Cancer Cells by Sutherlandia frutescens Extract
**Source:** PLoS One. 2015 Dec 28;10(12):e0145507. doi: 10.1371/journal.pone.0145507
**Supplement:** S2 Table

**Supplement Table 2. Hh responsive genes**

|              |       |          |            |            |           |            |
|--------------|-------|----------|------------|------------|-----------|------------|
| NM_030143    | 73284 | Ddit4l   | 3.42466846 | 1.12760611 | 3.76E-24  | 2.98E-21   |
| NM_001044751 | 15483 | Hsd11b1  | 3.57350559 | 0.55053924 | 2.77E-17  | 1.11E-14   |
| NM_009747    | 12062 | Bdkrb2   | 3.70755472 | 2.2702199  | 3.70E-50  | 5.85E-47   |
| NM_008958    | 19207 | Ptch2    | 4.00712709 | -1.2545657 | 2.98E-05  | 0.0018237  |
| NM_010296    | 14632 | Gli1     | 5.26070944 | 4.37251754 | 9.12E-206 | 2.60E-201  |
| NM_020263    | 56808 | Cacna2d2 | 6.33390639 | -1.3078387 | 2.65E-06  | 0.00022297 |

# Supplementary material for: Inhibition of Hedgehog-Signaling Driven Genes in Prostate Cancer Cells by Sutherlandia frutescens Extract
**Source:** PLoS One. 2015 Dec 28;10(12):e0145507. doi: 10.1371/journal.pone.0145507
**Supplement:** S3 Table

**Supplement Table 3. Hh+Sutherlandia extract 80ug/ml vs Hh**

|              |           |               |            |            |            |            |
|--------------|-----------|---------------|------------|------------|------------|------------|
| NM_024237    | 70370     | Fbln7         | 2.51511265 | 5.68646144 | 3.69E-222  | 2.62E-218  |
| NM_013514    | 13829     | Epb4.9        | 2.53433535 | 0.09858045 | 1.30E-08   | 4.22E-07   |
| NM_013563    | 16186     | Il2rg         | 2.55474284 | -1.2497112 | 0.00271856 | 0.02920599 |
| NM_001024230 | 432555    | Gm5431        | 2.56533412 | 1.85167222 | 2.94E-29   | 3.48E-27   |
| NM_001177351 | 107350    | AW112010      | 2.60975228 | 0.38859776 | 2.38E-11   | 1.05E-09   |
| NM_009888    | 12628     | Cfh           | 2.61368941 | 1.89287322 | 4.74E-29   | 5.55E-27   |
| NM_011141    | 18991     | Pou3f1        | 2.65321522 | 0.05946758 | 7.74E-09   | 2.58E-07   |
| NM_001168620 | 83965     | Enpp5         | 2.68749969 | -0.8712393 | 0.00019388 | 0.00307071 |
| NM_008505    | 16909     | Lmo2          | 2.76380839 | -0.5733098 | 2.28E-06   | 5.32E-05   |
| NM_001177349 | 623121    | Pydc4         | 2.76877657 | 2.67347085 | 1.89E-51   | 4.60E-49   |
| NM_025427    | 66214     | 1190002H23Rik | 2.78641285 | -1.4853407 | 0.00433116 | 0.04286127 |
| NM_010050    | 13371     | Dio2          | 2.79990141 | -1.1087884 | 0.00015016 | 0.00246325 |
| NM_145373    | 209588    | Sectmla       | 2.80641721 | -0.7955645 | 1.77E-05   | 0.00035185 |
| NM_019494    | 56066     | Cxcl11        | 2.93968773 | 1.60482367 | 2.16E-29   | 2.59E-27   |
| NM_145741    | 14560     | Gdf10         | 3.01929844 | -0.6446211 | 8.71E-07   | 2.23E-05   |
| NM_010821    | 17476     | Mpeg1         | 3.04552523 | 5.29322694 | 1.22E-249  | 3.46E-245  |
| NM_001143686 | 328563    | Apol11b       | 3.24949795 | -1.2025972 | 4.27E-05   | 0.00079293 |
| NM_013927    | 30952     | Cngb3         | 3.2728443  | 1.95399738 | 2.75E-41   | 5.05E-39   |
| NM_016767    | 53314     | Batf          | 3.38764168 | -1.6942528 | 0.00352372 | 0.03623262 |
| NM_178703    | 232333    | Slc6a1        | 3.51076923 | -1.6220782 | 0.00189477 | 0.02151912 |
| NR_045048    | 100503961 | Gm19990       | 3.72942812 | -1.4873646 | 0.00054517 | 0.00753939 |
| NM_010266    | 14544     | Gda           | 4.09835612 | 2.23953715 | 7.88E-64   | 2.67E-61   |
| NM_011410    | 20558     | Slfn4         | 4.23704449 | -1.1411878 | 1.30E-05   | 0.00026683 |
| NM_175678    | 319239    | Npsr1         | 6.14793891 | -1.4218292 | 1.62E-05   | 0.00032527 |

# Supplementary material for: Inhibition of Hedgehog-Signaling Driven Genes in Prostate Cancer Cells by Sutherlandia frutescens Extract
**Source:** PLoS One. 2015 Dec 28;10(12):e0145507. doi: 10.1371/journal.pone.0145507
**Supplement:** S4 Table

### Supplement Table 4 Primer Sequences

|                        |                                                                                    |
|------------------------|------------------------------------------------------------------------------------|
| GAPDH (NM_008084)      | forward primer: AGCCTCGTCCCGTAGACAAAAT<br>reverse primer: CCGTGAGTGGAGTCATACTGGA   |
| Patched (NM_008957)    | forward primer: CTCTGGAGCAGA TTTCCAAGG<br>reverse primer: TGCCGCAGTTCTTTTGAATG     |
| Gli1 (NM_010296)       | forward primer: GGAAGTCCTATTACGCCTTGA<br>reverse primer: CAACCTTCTTGCTCACACATGTAAG |
| Hsd11b1 (NM_001044751) | forward primer: CTGCCTGCCTGGGAGGTTGT<br>reverse primer: TCCCTGGAGCATTTCTGGTCTGAAC  |

How the deposited data were processed for this re-analysis (not part of the article)

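RNA was measured by RNA-seq in TRAMPC2 cells in 12 groups of 2 libraries, 6 at 24 h and the same 6 at 8 h. The groups are control, SFE at 8 or 80 ug/ml, Hh-CM, and Hh-CM with SFE at 8 or 80 ug/ml. The paper's text reports the 24 h treatments, and the conditions, replicate numbers and lanes of all 24 libraries were taken from the sample labels. The authors trimmed single-end reads with the FASTX-Toolkit, mapped them to mm9 with TopHat2 and counted them with featureCounts. The deposited values are raw counts per RefSeq transcript, without normalization. The table holds 28461 transcripts, of which 5748 have 0 counts in every library. Transcripts of one gene count shared reads again, so neighbouring transcripts are not independent tests.

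The column totals ran from 14420218 to 19228404 at 24 h and from 9389576 to 17590713 at 8 h. Folds against a group in which every library had at most 3 counts were computed against this floor and are given as lower bounds. They and the SDs cover the 2 libraries of each group and no wider sampling. All 12 groups had a variance between replicates above that of counting error, at 2.14 to 8.93 times at 24 h and 1.86 to 5.91 times at 8 h (chi-square per degree of freedom over genes with at least 50 counts in the 2 libraries), and 0 pairs of replicates were identical.

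Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. For each time point, 1 model of group means was fitted to its 12 libraries with TMM factors and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It covered transcripts with at least 10 counts over these libraries, 19083 at 24 h and 18663 at 8 h. Standard errors were derived from the log2 fold change and the F statistic of this test, not taken from a fitted coefficient. They are approximate, above all for genes with few counts. For the contrasts between time points all 24 libraries and 19703 transcripts were used. The paper names edgeR, the FDR of at most 0.05 and the log2 fold change of at least 1 or at most -1, which were used here; its text names neither the edgeR test nor the libraries in the fit. A gene was counted once per direction when any of its transcripts passed. For the results, 13 contrasts were tested, each with its own adjustment: the paper's comparisons, the same comparisons at 8 h, Hh-CM with SFE against SFE, and interactions of SFE with Hh-CM and of each treatment with time. Further contrasts, among them the low dose at 8 h and control cells over time, were tested only as checks of explanations. An Hh gene counted as reversed when it passed the threshold with Hh-CM and passed it in the other direction with added 80 ug/ml SFE. Steps were tested on simulated data made by changing 200 transcripts by 2 on the log2 scale: the quasi-likelihood test recovered 199 with 0 false calls, the interaction 198 with 2 false calls, and DESeq2 198 with 0 false calls. The changed transcripts were drawn only from those above a minimum mean count. Transcripts were simulated independently and without a lane effect. Recovery of genes with few counts or with changes near the threshold was therefore not tested.

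Genes named are those the paper's text names, further members of the Hh pathway, among them Smo, Gli2, Gli3 and Hhip, and for each comparison up to 5 genes with the largest rise and 5 with the largest fall among those past the threshold whose 2 libraries of one group lay above both of the other. This rule, the comparisons and the alternatives were set before the data were examined. Alternatives were DESeq2 1.42.0 with its size factors, edgeR's exact test with tagwise or common dispersion on the libraries compared, library size without TMM factors, filterByExpr or no filter, only the libraries of the groups compared, the replicate number as a block, 1 transcript per gene, transcripts in place of genes, no fold change cut-off, and each replicate left out in turn. The pairing of libraries in the block comes from the replicate numbers in the labels; the correlation of the deviations of same-numbered libraries ran from -0.34 to 0.32 over 15 pairs of groups at 24 h and from -0.21 to 0.22 over 15 at 8 h. A block that crosses the replicate numbers was added after seeing the data. With 2 libraries per group, no permutation of labels can reach a p of 0.05, so none was run.

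According to the labels, lane 1 held the 8 h libraries of control, both SFE doses and Hh-CM, lane 2 the co-treated 8 h libraries and the 24 h control and 8 ug/ml SFE libraries, and lane 3 the other 24 h libraries. A comparison across lanes therefore also compares lanes, and no group was sequenced in more than 1 lane. Coordinates are those of the mm9 build, with positions counted from 1. The quantitative PCR, the GO and KEGG enrichment, the heat map clustering and the other cell lines were not analysed here.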

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

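Of the tests in this part, those of aryl hydrocarbon receptor targets and of the lane for the SFE genes at 8 h were chosen only after the result was seen. A total of 24 tests of explanations are reported over this part and the other observations. Every group has 2 libraries, too few for a test by regrouping the samples. Genes named in this part beyond the naming rule (Spon2 and Cyp1b1 without Hh-CM, Rgs16, Serpinb2, Myoc, Fibcd1, and those of the interactions other than Ptch1, Penk and Agap2) were chosen after their values were seen.

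The 8 h libraries hold a signal that the paper does not report on. SFE at 80 ug/ml against control at 8 h changed 7 genes past the threshold, all up-regulated, with 44 genes at an FDR of at most 0.05. The replicate block gave 7, and same-numbered libraries had a correlation of 0.18. The genes were Gda (log2 fold change 2.86, FDR 2.4e-06), Cyp1a1 (1.81, FDR 1.5e-07), Dhrs3 (1.21, FDR 9.8e-07), Ahrr (1.18, FDR 0.020), Fbln7 (1.12, FDR 4.7e-06), Spon2 (1.05, FDR 5.5e-06) and Cyp1b1 (1.02, FDR 6.1e-10). Ahrr was not past the threshold with DESeq2, at an adjusted p of 0.250, and its range over the alternatives was 0.017 to 0.250. At 24 h, Dhrs3, Fbln7 and Gda were past the threshold, and Ahrr (log2 fold change -0.76, FDR 0.192), Cyp1a1 (0.76, FDR 0.117), Spon2 (0.26, FDR 0.092) and Cyp1b1 (0.64, FDR 2.0e-05, below the fold change threshold only) were not; in cells with Hh-CM, Cyp1a1 was past it at 24 h within lane 3 (1.21, FDR 0.0051). Both groups were in lane 1, so the lane cannot enter this comparison; in addition, 6 of the 7 genes were higher with SFE in cells with Hh-CM within lane 3 at 24 h. Spearman's rho between log2 fold change and GC content was 0.108 over 13324 of the 14076 genes. Library depth was uneven, with 16325438 and 10562548 counts for SFE and 17080479 and 16424787 for control; with the shallower SFE library left out, with no test, all 7 kept a log2 fold change past the threshold, and depth was not tested otherwise. Cyp1a1, Cyp1b1 and Ahrr are known targets of the aryl hydrocarbon receptor, and a candidate explanation is that SFE activates this receptor at 8 h. Of 3 other detected genes of a list of its targets, 2 (Tiparp at a log2 fold change of 0.44 and Nqo1 at 0.74) were higher at an FDR of at most 0.05 both without and with Hh-CM, and Aldh3a1 (1.35, FDR 0.550) was not. The receptor itself was not measured, and this remains a hypothesis found and tested on the same data.

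Hh-CM against control at 8 h changed 2 genes past the threshold, again in libraries that the paper does not report on. Gli1 rose from 0.895 ± 0.060 to 12.7 ± 0.249 cpm (log2 fold change 3.82, standard error 0.20, FDR 1.2e-10), and 2610528A11Rik fell by 1.01 (FDR 0.041). The latter was not past the threshold with filterByExpr, at an FDR of 0.058, with a range of 0.018 to 0.058 over its 5 alternatives. The replicate block gave 2, and the correlation of same-numbered libraries was 0.02. At an FDR of at most 0.05, whatever the fold change, there were 23 genes, among them Ptch1 (log2 fold change 0.91, FDR 6.3e-05) and Penk (0.81, FDR 0.024). Both groups were in lane 1, and Spearman's rho with GC content was -0.179 across genes. With the lane excluded by the design and GC content weak, an early response to Hh-CM is the hypothesis that remains for Gli1. The paper names this gene as a target of Hh-signaling. No group received medium conditioned without the Shh peptide, so the ligand cannot be told apart from other parts of the medium. The hypothesis was not tested in other data.

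Adding 80 ug/ml SFE to Hh-CM at 8 h changed 11 genes past the threshold, 3 up-regulated (Cyp1a1, Gda, Spon2) and 8 down-regulated, in libraries that the paper does not report on. With the replicate block it was 10, and with a crossed block, chosen after seeing the data, also 10; the correlation of same-numbered libraries was -0.10. The co-treated libraries were in lane 2 and those of Hh-CM in lane 1. Of 2 contrasts at 8 h that cross lanes and share no library, the log2 changes had a Pearson's r of -0.087 across 9186 genes, against -0.065 at 24 h across 9237 genes, so a shift of all genes by lane was not seen. The 3 up-regulated genes were also higher against 8 ug/ml SFE with Hh-CM within lane 2 and with SFE alone within lane 1. Of the 8 down-regulated genes, 7 were also lower within lane 2, but only 1, Fam124a, by at least 1 (log2 fold change -1.62). With SFE alone within lane 1, 7 were lower, but only 1, 2310002L13Rik, by at least 1, while Fam124a was at -0.31. The fitted value of 2310002L13Rik there was -1.97, but at 16 and 9 counts against 2 and 3 its size is uncertain. Rgs16 differed by 0.07 within lane 2 and by -1.09 between 8 ug/ml SFE with Hh-CM and Hh-CM alone across lanes. That cross-lane comparison of the low dose called 2 genes, Rgs16 and Serpinb2, with 80 transcripts at an FDR of at most 0.05 and 2646 at an unadjusted p under 0.05, and within-lane comparisons of the low dose called 0 genes, with 1134 transcripts at 8 h and 1186 and 476 at 24 h at an unadjusted p under 0.05. Spearman's rho with GC content was -0.19 across genes. Of the Hh targets, Gli1 (log2 fold change -0.92, FDR 0.00040) and Penk (-0.71, FDR 0.017) were lower across lanes, below the fold change threshold only. Ptch1 was at -0.37 (FDR 0.062). Within lane 2, Gli1 was at 6.80 ± 0.285 cpm with 80 ug/ml SFE and 10.6 ± 1.64 cpm with 8 ug/ml, both with Hh-CM. For the 3 up-regulated genes an effect of SFE is the hypothesis that remains. It also remains for Fam124a, whose change across lanes was -1.66 and that of the low dose across lanes -0.04, although its FDR ran from 0.045 to 0.112 over 4 alternatives, DESeq2 gave it no adjusted p, and the co-treated libraries had 4 and 10 counts. 2310002L13Rik was at least 4.57-fold lower across lanes, with 2 and 3 counts after co-treatment. Within lane 2 both groups had at most 3 counts per library, too few for a comparison. The low dose across lanes was also lower, with 3 and 2 counts (a fitted log2 fold change of -1.80). For 2310002L13Rik, the change within lane 1 leaves an effect of SFE open on few counts. Myoc had a log2 fold change of -1.31 across lanes and -0.84 within lane 2, so the lane may account for only a part of its change. Serpina3n was at -1.34 across lanes and -0.46 within lane 2 (unadjusted p of 0.014 in the quasi-likelihood test). The lane may likewise account for only a part of its change. Hap1 (-0.86), Igfbp5 (-0.48) and Fibcd1 (-0.45) were lower within lane 2 at an unadjusted p above 0.05. For these genes and Rgs16, an effect of lane on single genes cannot be told apart from one of SFE.

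The effect of 80 ug/ml SFE at 24 h differed between cells with and without Hh-CM for 21 genes past the threshold of the interaction. With the sign included, the log2 fold change was higher in Hh-CM for 8 and lower for 13. The replicate block gave 18. Among the 13 are 7 genes that Hh-CM up-regulated and SFE repressed (Col15a1, Enc1, Fbxo32, Igfbp5, Lama5, Ptch1, Smoc1), and among the 8 are 3 that Hh-CM down-regulated and SFE stimulated (Agap2, Mmp13, Sprr1a). Cyp51 and Fdps, of the sterol pathway, fell with SFE in Hh-CM (log2 fold changes -0.43 and -0.34) and rose without it (0.61 and 0.79), with interactions of -1.04 and -1.13. Spearman's rho between the interaction and GC content was 0.164 across genes. Control cells were in lane 2 and the other groups of the interaction in lane 3. A pair of contrasts that cross lanes 2 and 3 without shared libraries, 8 ug/ml SFE with against without Hh-CM and 80 ug/ml SFE against control, had a Pearson's r of 0.189 across 7532 genes with an FDR above 0.05 in every comparison, where the lane or a shared response could both give a positive value. The interaction therefore cannot be told apart from the lane.

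The effect of 80 ug/ml SFE differed between 24 h and 8 h for 106 genes. With the sign included, the log2 fold change was higher at 24 h for 75 and lower for 31. The replicate block gave 97 (72 and 25). With DESeq2 it was 86 genes, 76 higher and 10 lower, so that the number of lower ones depends on the test. Of the 75 genes, 48 were up-regulated past the threshold at 24 h. SFE and control were in lanes 3 and 2 at 24 h and in lane 1 at 8 h. Within lane 3, 101 of the 106 genes changed in the direction of the interaction when SFE was added to Hh-CM, which a lane effect would not give. Spearman's rho with GC content was -0.175 across genes. For most of these genes a response to SFE that grows between 8 h and 24 h is the hypothesis that remains. It does not cover all, as some changed more at 8 h and in the other direction at 24 h, such as Ahrr (1.18 and -0.76) and Ypel1 (1.10 and -0.53); cell density, which also changes with time, was not measured.

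The effect of Hh-CM differed between 24 h and 8 h for 26 genes, and the replicate block gave 26. With the sign included, the log2 fold change was higher at 24 h for 19 and lower for 7. Of the 19, 17 were among the genes up-regulated by Hh-CM at 24 h, among them Ptch1 (difference 1.21, FDR 0.00055) and Penk (1.27, FDR 0.0012). The count depended on the setting, with 17 genes by DESeq2. Within lane 3, 22 of the 26 genes changed in the direction of the interaction between 80 ug/ml SFE with and without Hh-CM. Spearman's rho with GC content was 0.104 across genes. A later response to Hh-CM for part of its genes is the hypothesis that remains.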

How the results depend on the processing

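The alternatives were set before the data were examined, except the block with crossed replicate numbers, which was chosen after seeing the data. Counts of genes past the threshold that changed by more than 1.5 times are given with the main count; the cause was not tested for any of them. Most counts stayed within that range.

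With DESeq2, the interaction of Hh-CM with time called 17 genes against 26. Its other counts included 112 genes for 80 ug/ml SFE against 153, all 112 shared with the main result, 79 for Hh-CM against 101, 78 shared, and 200 for co-treatment against 252, 196 shared. For the interaction of SFE with time it gave 86 genes, 76 with a higher and 10 with a lower log2 fold change at 24 h, against 75 and 31 of 106. With filterByExpr, Hh-CM at 8 h called 1 gene against 2. With only the groups compared, 8 ug/ml SFE added to Hh-CM called 1 gene against 0 (952 genes at an unadjusted p under 0.05), and Hh-CM with 80 ug/ml SFE against SFE called 19 against 9.

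The exact test with tagwise dispersion called 5 genes against 0 for 8 ug/ml SFE added to Hh-CM, 16 against 9 for Hh-CM with 80 ug/ml SFE against SFE, and at 8 h 12 against 7 for SFE, 5 against 2 for Hh-CM and 18 against 11 for co-treatment. With a common dispersion, the exact test called 2 genes against 0 for 8 ug/ml SFE (385 genes at an unadjusted p under 0.05), 9 against 0 for the low dose with Hh-CM, 18 against 9 for Hh-CM with 80 ug/ml SFE against SFE, and at 8 h 12, 6 and 19 for SFE, Hh-CM and co-treatment. Exact tests could not be run for the interactions.

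Without a filter, 8 ug/ml SFE called 2 genes and the low dose with Hh-CM 8. The interaction of SFE with Hh-CM called 47 against 21 (30 with a higher and 17 with a lower log2 fold change in Hh-CM). Hh-CM with 80 ug/ml SFE against SFE called 16 against 9, Hh-CM at 8 h 5 against 2, and the interaction of Hh-CM with time 41 against 26. Without a fold change cut-off, 80 ug/ml SFE called 1136 genes against 153, Hh-CM 688 against 101, co-treatment 1298 against 252, the interaction of SFE with Hh-CM 85 against 21, and Hh-CM with 80 ug/ml SFE against SFE 38 against 9. At 8 h it gave 44 against 7 for SFE, 23 against 2 for Hh-CM and 208 against 11 for co-treatment, and over time 615 against 106 for SFE and 169 against 26 for Hh-CM. Reversed genes were then 329 against 44, and 195 against 32 among those selected without the Hh-CM libraries, or 47.8% and 45.9% of the Hh genes against 43.6% and 47.1%. With library size only, the SFE interaction with time called 103 genes, 62 with a higher and 41 with a lower log2 fold change at 24 h, against 75 and 31 of 106.

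With the replicate block, whose pairing rests on the replicate numbers, the counts were 144 genes for 80 ug/ml SFE, 96 for Hh-CM, 237 for co-treatment, 18 for the interaction of SFE with Hh-CM, 9 for Hh-CM with 80 ug/ml SFE against SFE, 97 and 26 for the interactions with time, and 7, 2 and 10 at 8 h for SFE, Hh-CM and co-treatment. It called 0 genes for 8 ug/ml SFE alone (385 at an unadjusted p under 0.05) and 0 for the low dose with Hh-CM. Of the block's genes, 143 of 144, 96 of 96 and 237 of 237 in the first 3 comparisons were shared with the unblocked result. Reversed genes were 41, and 30 among those selected without the Hh-CM libraries.

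Where each replicate was left out in turn, with no test, the genes that kept their direction and a log2 fold change past the threshold were 137 to 143 for 80 ug/ml SFE, 92 to 97 for Hh-CM, 232 to 243 for co-treatment, 16 to 20 for the interaction of SFE with Hh-CM, 7 to 9 for Hh-CM with 80 ug/ml SFE against SFE, 6 to 7, 1 to 2 and 9 to 11 at 8 h for SFE, Hh-CM and co-treatment, 88 to 99 and 22 to 25 for the interactions with time, and 41 to 44 for the reversed genes (29 to 32 when selected without the Hh-CM libraries). These fits only follow genes of the main result and cannot add any; comparisons with 0 genes gave no value.

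Values of 148 named genes and comparisons were followed through the alternatives with a test: 673 kept their side of the threshold, 41 no longer passed and 3 newly passed. Of the 41, 28 were with DESeq2, a part of them because it gave no adjusted p, 7 with the replicate block, 3 with only the groups compared, 2 with library size only and 1 with filterByExpr. With a replicate left out, 498 stayed within the spread between replicates, 109 moved further and 5 reversed, in 4 genes. The log2 fold change of Ptch1 in 80 ug/ml SFE ran from -0.23 to 0.45, that of Smo in Hh-CM from -0.089 to 0.031, that of Hhip in Hh-CM from -0.52 to 3.98, and the interaction of Penk from -0.19 to 0.35, with 2 of the reversed values of Hhip at -0.52 and -0.39; the cause was not tested. Depth limits genes with few counts: Hhip, Npsr1, Cacna2d2 and Cpne6 rest on few counts, and Hsd11b1 on 3 to 47 counts per library of control, Hh-CM and co-treatment.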

Differences from the paper's values

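Of 9 values in the paper's text, 1 differed. The paper reports 66 genes down-regulated by 80 ug/ml SFE, and 41 were found here. Among the alternatives set before the data were examined, none reached 66 exactly, and the gap was narrowed to less than 1.5 times, the margin for a difference used here, by edgeR's exact test with tagwise dispersion (56), the exact test with a common dispersion (58), no filter (47), library size only (46), and RefSeq transcripts counted in place of genes (59). It stayed above that margin with DESeq2 (27), filterByExpr (39), only the groups compared (41), the replicate block (38), 1 transcript per gene (40), no fold change cut-off (424), or leaving out each replicate in turn (33 to 39). The 66 entries in the paper's S1 Table are transcripts of 47 gene IDs. Of 69 values taken from the supplementary tables, 0 differed.

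The paper's text lists Ccl12 among the genes changed by co-treatment; here it had 0 counts in all 24 libraries. It lists Tlr12 and Cxcl13 in the same sentence, and they were not past the threshold here, with an FDR of 0.124 and 0.106. Tlr12 was lower after co-treatment (log2 fold change -1.34), as it is in the paper's S3 Table (-1.33, FDR 0.037). Both genes were called by the exact test with tagwise dispersion, by the exact test with a common dispersion, and with only the groups compared. The FDR of Cxcl13 under these was 0.027, 0.022 and 0.032, within a range of 0.022 to 0.355 over the alternatives, and that of Tlr12 was 0.027, 0.022 and 0.036, within a range of 0.022 to 0.396. For Il15ra, which the paper lists among the up-regulated genes, the most abundant transcript was below the fold change threshold and another was past it; the latter was not past it with DESeq2 or with library size only.

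The paper states that SFE can repress 50% of the Hh-responsive genes. Here the repressed and stimulated genes together were 43.6% of the Hh genes. The range over the alternatives was 41.8% to 47.9%, and none of these counts as a difference. The legend of the heat map states a share of repressed genes above 50%. Of the genes up-regulated by Hh-CM, the only ones that can be repressed, 36 of 75 or 48.0% were repressed here. This was above 50% with library size only (41 of 77), with only the groups compared (42 of 82) and with the exact test with a common dispersion (43 of 84), and it was 42 of 84 with tagwise dispersion. In the selection without the Hh-CM libraries it was 29 of 57 or 50.9%. The share of repressed and stimulated genes together in that selection was 47.1%, and it was above 50% with DESeq2 (56.1%), with only the groups compared (56.6%) and with RefSeq transcripts counted (51.3%), within a range of 41.7% to 56.6% over the alternatives. Of the 5 genes that the paper describes as responding more to SFE with Hh-CM, the difference was past the threshold for 1, Agap2, with an FDR of 0.0021. This difference cannot be told apart from the lane.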

Other observations

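Of the tests in this part, those of the single control library, of noise shared through the Hh-CM libraries and of the lower starting level of 5 genes were chosen only after the result was seen.

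The structural RNAs Rmrp and Rpph1 were lower with 80 ug/ml SFE than in control at 24 h. Rmrp was at 13.1 cpm in control replicate 1 and 0.893 cpm in replicate 2, a ratio of 14.7, while the other 23 libraries ran from 0.171 to 6.44 cpm with a median of 0.487. Rpph1 was at 8.03 and 0.179 cpm in these libraries. Another library at 24 h, replicate 2 of 8 ug/ml SFE, had an excess of the same kind, with 114 counts of Rmrp (6.44 cpm) and 51 of Rpph1 (2.88 cpm) against 5 and 2 in its replicate. Without control replicate 1, the log2 fold changes with SFE were -1.38 and -0.77. The calls for these 2 genes may thus come from an amount of structural RNA that varies between libraries and was highest in 1 control library, and no biological explanation was tested.

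The lane was tested as an explanation of the 24 h comparisons with control, which cross lanes, except for the 26 genes down-regulated by Hh-CM, for which it was not tested and stays open. Of the genes up-regulated by 80 ug/ml SFE 110 of 112, and of those down-regulated 35 of 41, changed in the same direction within lane 3 when SFE was added to Hh-CM. Of the genes up-regulated by Hh-CM, 61 of 70 were higher within lane 1 at 8 h. A lane effect alone would not give these values, but single genes among those tested could owe their call to the lane. Spearman's rho between log2 fold change and GC content across 13624 of 14414 genes was -0.17 for 80 ug/ml SFE, 0.004 for Hh-CM and 0.002 for co-treatment.

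Genes selected in 1 comparison and tested in another that shares libraries can appear reversed through noise in the shared libraries. Selected without the Hh-CM libraries, 47.1% of the 68 Hh genes were reversed, against 43.6% of the 101 in the main selection, so shared noise is unlikely to make up the share. If SFE lowered the same genes regardless of Hh-CM, the ratio of its median log2 fold change without Hh-CM to that with Hh-CM would be near 1; over 57 genes it was 0.133. The interaction behind this ratio crosses lanes, so its size cannot be told apart from a lane effect.

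Hh genes that SFE did not repress past the threshold may still respond to it. Of the 28 such genes among those selected without the Hh-CM libraries, 25 were lower with SFE, with a median log2 fold change of -0.56. The values are consistent with a partial repression of most Hh genes, where the threshold divides a continuous range; this is a hypothesis, and whether it reflects inhibition at Smo or further downstream was not tested.

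Agap2, AW112010, Gda, Cxcl11 and Npsr1 rose more with SFE in Hh-CM, a difference that cannot be told apart from the lane. A candidate explanation is that Hh-CM lowers their starting level and that SFE brings them to about the same level. Between the co-treated cells and those with SFE alone, the largest absolute log2 fold change of the 5 genes was 0.53, and 0 of the 5 had an FDR of at most 0.05 over all transcripts tested. Adjusted over the 5 genes alone 1 had, Gda, which was lower in the co-treated cells (log2 fold change -0.41), so for Gda the levels reached may not be the same. These 5 genes were selected by the paper for their larger rise, and with 2 libraries per group a smaller difference in the level reached cannot be excluded.

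A set of 19 immune genes named in the paper's text were all higher in control cells at 24 h than at 8 h, with a median log2 change of 1.90 (0.77 to 3.77) and an FDR of at most 0.05 for 18. The control groups lie in different lanes, but within lane 2, between cells with 8 ug/ml SFE at 24 h and those with 8 ug/ml SFE and Hh-CM at 8 h, the median change was 2.29, so the lane is unlikely to account for it; these groups also differ in Hh-CM. SFE at 80 ug/ml at 8 h changed 0 of the 19 at an FDR of at most 0.05 (2 at an unadjusted p under 0.05; median log2 fold change -0.03), against a median of 1.40 at 24 h, and the interaction with time reached that FDR for 12. A rise with culture time or cell density, on which SFE acts, is a hypothesis that the design cannot separate from time itself.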
